# Weighted Gene Coexpression Network Analysis in Mouse Livers following Ischemia-Reperfusion and Extensive Hepatectomy

**DOI:** 10.1155/2021/3897715

**Published:** 2021-12-30

**Authors:** Wei Liu, Yongquan Shi, Tao Cheng, Ruixue Jia, Ming-Zhong Sun, Shuqing Liu, Qinlong Liu

## Abstract

In mouse models, the recovery of liver volume is mainly mediated by the proliferation of hepatocytes after partial hepatectomy that is commonly accompanied with ischemia-reperfusion. The identification of differently expressed genes in liver following partial hepatectomy benefits the better understanding of the molecular mechanisms during liver regeneration (LR) with appliable clinical significance. Briefly, studying different gene expression patterns in liver tissues collected from the mice group that survived through extensive hepatectomy will be of huge critical importance in LR than those collected from the mice group that survived through appropriate hepatectomy. In this study, we performed the weighted gene coexpression network analysis (WGCNA) to address the central candidate genes and to construct the free-scale gene coexpression networks using the identified dynamic different expressive genes in liver specimens from the mice with 85% hepatectomy (20% for seven-day survial rate) and 50% hepatectomy (100% for seven-day survial rate under ischemia-reperfusion condition compared with the sham group control mice). The WGCNA combined with Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) enrichment analyses pinpointed out the apparent distinguished importance of three gene expression modules: the blue module for apoptotic process, the turquoise module for lipid metabolism, and the green module for fatty acid metabolic process in LR following extensive hepatectomy. WGCNA analysis and protein-protein interaction (PPI) network construction highlighted FAM175B, OGT, and PDE3B were the potential three hub genes in the previously mentioned three modules. This work may help to provide new clues to the future fundamental study and treatment strategy for LR following liver injury and hepatectomy.

## 1. Introduction

Partial hepatectomy is a routine surgical procedure in liver resection, trauma, and transplantation. Liver ischemia-reperfusion injury commonly happens as one of the main causes of acute liver dysfunction and failure after partial hepatectomy and liver transplantation [1, 2]. However, the precise mechanisms underlying ischemia-reperfusion injury have been poorly elucidated. Liver function cannot be fully restored after ischemia-reperfusion injury [3]. Partial hepatectomy and ischemia-reperfusion trigger hypovolemic shock in liver as an inevitable complication and a significant challenge for clinical management [4]. The investigation on the gene expression alterations with the underlying molecular mechanisms in ischemia-reperfusion injury helps us to manage and control iatrogenic liver damage and dysfunction. Commonly, partial (two-thirds) hepatectomy is used to resect diseased livers [5], while a larger proportion of liver resection is required for liver donation. Moreover, the progress on liver regeneration (LR) already made the successful treatments of liver cancer and liver cirrhosis with extensive hepatectomy and the feasibility of liver transplantation [6]. In this study, we used mouse models with 50% or 85% hepatectomy accompanied with ischemia-reperfusion to identify the differentially expressed genes (DEGs) in liver tissues. For liver resection, the classic regeneration model is the 2/3 liver resection model established in 1931 by Higgins and Anderson. We simulated the surgical method of clinical liver resection by combining hepatectomy under ischemia-reperfusion. We achieved the seven-day survival rates of 100% and 20% for the mice treated with 50% and 85% hepatectomy under ischemia-reperfusion condition, respectively. Meanwhile, the sham group mice were also included as control for experiment group mice. Comparisons between the sham group and 50% and 85% hepatectomy reflected the dynamic gene expression changes in LR. Herein, we explored an 85% of hepatectomy in mice and aimed to investigate the molecular mechanisms and provide a theoretical basis to expand surgical hepatectomy ratio. The weighted gene coexpression network analysis (WGCNA), a highly effective method for the construction of coexpression networks by using large-scale datasets and for the rapid identification of genes with close associations in functions [7], was performed in current work. The relevant gene modules and hub genes in important biological processes were also extensively explored using WGCNA in the combination with KEGG and GO enrichment analyses related to liver regeneration. The DEGs together with their potential interaction mechanisms raveled in current work provide new clues to the future fundamental study and treatment strategy for LR following liver injury and hepatectomy.

## 2. Materials and Methods

### 2.1. Animals and Experiments

The animal protocol was approved by the Institutional Animal Care and Use Committee (IACUC) of Dalian Medical University (Dalian, China) and was carried out in accordance with the Guidelines of the Care and Use of Laboratory Animals issued by the Chinese Council on Animal Research (Approval Number: AEE19042 2019). Male C57BL/6J mice (8–10 weeks of age, ～19 g) were obtained from the specific pathogen-free (SPF) Animal Laboratory Center of Dalian Medical University (Dalian, China). The experiments were divided into seven groups with three mice in each group. The seven groups were sham group, sham operation, 0 h; test 1 group, ischemia-reperfusion 50% hepatectomy at 6 h; test 2 group, ischemia–reperfusion 50% hepatectomy at 12 h; test 3 group, ischemia-reperfusion 50% hepatectomy at 24 h; test 4 group, ischemia-reperfusion 85% hepatectomy at 6 h; test 5 group, ischemia-reperfusion 85% hepatectomy at 12 h; test 6 group, ischemia-reperfusion 85% hepatectomy at 24 h (Table 1). In the sham group, only the mouse abdominal cavity was opened, the liver lobes were turned without resection, and samples were taken at 0 h. Mice were anesthetized by inhalation with Sevoflurane (4.0% v/v; Maruishi Pharmaceutical, Japan), maintained on 37°C thermostatic heat pads, and underwent laparotomy. The hepatic portal veins were occluded with a vascular clamp for 20 min and hepatectomy was performed at the same time. Based on our preliminary but extensive experimental trials, we ensured that the longest time required for 85% hepatectomy was 20 min. In order to eliminate the effect of clamping time on mouse, we uniformed the clamping time of 20 min for each mouse. The skin and connective tissue beneath and around the xiphoid process were dissected in prior to open the abdominal cavity, and two parallel incisions of the left and right xiphoid process were made to expose the liver. The surgeon used sterile 5–0 silk ligatures to isolate both lobes simultaneously as close as possible to the inferior vena cava (IVC), dissected the tissue distal to the ligature, and occluded the hepatic portal vein and hepatic artery with a vascular clamp for 20 min during hepatectomy. 50% hepatectomy included the resections of the left and the half of the middle liver lobe, while 85% hepatectomy included 50% hepatectomy plus all the middle, right lower, and caudate liver lobes [8]. The mice were allowed to recover for 30 min before being sacrificed by cervical transection. Tissues were harvested at the designated time point and stored or processed accordingly (see Table 1 for more details). Every effort was deployed to minimize pain.

### 2.2. RNA Isolation and mRNA Microarray Analysis

Snap-frozen liver tissues were ground and subjected to total RNA isolation using Trizol reagent (Invitrogen, Carlsbad, CA, USA), purified with a RNeasy mini kit from Qiagen (Valencia, CA, USA), and quantified with a spectrophotometer and bioanalyzer 2000 (Agilent Technologies, Santa Clara, CA). The RNA samples (150 ng each) were subjected to reverse transcription to generate biotinylated cDNA probes using the Ambion® WT Expression Kit (Austin, TX, USA). The fragmented cDNA probes (denatured at 95°C for 3 min) were hybridized at 45°C for 16 h onto Gene Chip Affymetrix Mouse Clariom® D Arrays (Affymetrix, Santa Clara, CA) in accordance with the manufacturer's protocol. The following day, the gene chips were washed and stained in the Affymetrix Fluidics Station 450, in accordance with the standard Affymetrix protocol. The gene chips were scanned using an Affymetrix® Gene Chip® Scanner 3000 7G with the Gene Chip Command Console (AGCC), and the data were analyzed using the robust multichip analysis (RMA) algorithm with default Affymetrix settings and global scaling for normalization. One-way ANOVA test was used to identify DEGs among the seven groups of samples. The thresholds for upregulation and downregulation of DEGs were set as a fold change >1.5 and a *P* value < 0.05. We identified 5,312 differentially expressed genes (DEG). These microarray data are publicly available at NCBI Gene Expression Omnibus (GEO) with the accession number GSE133271.

### 2.3. Function Enrichment Analyses

GO (https://geneontology.org/) and KEGG pathway (https://www.kegg.jp/) analyses were performed for DEGs. The results from three gene modules in apoptotic process, in lipid metabolism, and in fatty acid metabolic process were obtained and visualized by the R package software (ggplot version 2 3.10). Statistical analysis involved Fisher's exact test (*P* < 0.05), and the Benjamini–Hochberg method was used to correct FDR < 0.05.

### 2.4. Weighted Gene Coexpression Network Construction

WGCNA is an algorithm based on high-throughput gene expression profiling [9, 10]. It is most suitable for gene coexpression network analysis for revealing the correlation between genes and related gene function modules. In this study, we used WGCNA in the R environment [11] to construct a scale-free coexpression network of DEGs in mice livers after receiving different proportions of liver resection plus ischemia-reperfusion. The Data Analysis Hierarchical Clustering Tab is a powerful and useful tool that can be used to analyze large genomic datasets and evaluate three types of DEGs: binary, aggregate, and hierarchical clustering. The first step of hierarchical clustering is to calculate the distance matrix between gene expression data. Aggregation level processing consists of repeated loops, where the two closest remaining items (items with the smallest distance) are connected by nodes/branches of the tree, and the length of the branches determines the distance between the connected items. After that, the two merged projects are deleted from the list of projects being processed and replaced with projects that represent the new branch. Then, we calculated the distance between the new item and all other remaining items and repeated the process until only one item remained. We set the soft threshold power *β* as 21 and the scale-free *R*^2^ as 0.90 to construct a standard scale-free network with the function of “soft threshold.”

### 2.5. Identifying Significant Modules and Identification of Candidate Hub Genes

First, we calculated the correlation between ME and each model group to identify related modules. Modular intrinsic genes (MEs) were defined as the first major component of the gene expression matrix of each corresponding module. We focused on the three most relevant modules for test 4, test 5, and test 6 to be shown in blue, turquoise, and green (*P* < 0.05). In the linear regression between gene expression and the experiment group, the gene significance (GS) was defined as log_10_*P* (GS = lgP). We defined the module signal (MS) as the average of the GSs of all genes in the module [12]. We also measured the absolute value of Pearson's correlation (|MM| > 0.8) to indicate gene connectivity. Module membership (MM) was defined as the correlation between module characteristic genes (ME) and gene expression. Central genes highly correlated with time were then identified in the module with the absolute value of Pearson's correlation (|GS|) over 0.2. Therefore, based on |GS| > 0.2 and |MM| > 0.8, we were able to identify hub genes.

### 2.6. Coexpression of mRNA and mRNA

The correlation coefficient of mRNA-mRNA pairs was used to construct a coexpression network [13]. The centrality degree of each gene was calculated by Cytoscape 3.6.0 neutral analyzer (https://cytoscape.org/). Then, we selected top ten genes according to the centrality degree as our hub genes [14] for further analysis.

### 2.7. Statistical Analysis

All the experimental data are summarized as mean ± standard deviation (SD) and were analyzed using Student's *t*-test andone-way ANOVA test. *P* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Identification of Differentially Expressed Genes (DEGs)

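Gene expression was measured in the livers of 21 male mice on Affymetrix Mouse Clariom D arrays, with 1 array per mouse and 3 mice in each of 7 groups. The sham group was sampled at 0 h. The 6 hepatectomy groups were sampled at 6, 12 or 24 h after ischemia-reperfusion with removal of 50% (tests 1 to 3) or 85% (tests 4 to 6) of the liver. A comparison with sham therefore also spans the hours since the operation. Clock time and feeding are not given in the sources used here. The paper gives 20 min of clamping and describes the sham mice as operated without resection, while the sample labels name ischemia-reperfusion for them too. The labels give 250 ng of RNA per array and the paper 150 ng. The authors made the deposited values by RMA, so each is a log2 intensity of a transcript cluster after background correction, normalization between arrays and summary over probes. They were used as deposited. Of 65956 transcript clusters, 30638 carry a single gene symbol, 2176 carry several and 33142 carry none. The first kind gave 30098 genes, the brightest cluster standing for each gene. The number of arrays limits the precision. A single limma model with a mean for each of the 7 groups gave the moderated F test over all groups and each comparison of a pair of groups, with Benjamini-Hochberg adjustment over the 30098 genes. A log2 change is given with its standard error (SE) and a group mean with its standard deviation (SD). The SE rests on a spread estimated over all 7 groups, so it can be too small where the SD of a compared group is large. Lists of genes were also tested with camera, at a preset correlation of 0.01 between genes and at an estimated correlation. The comparisons, the rule for naming genes, the 43 gene lists and the alternative settings were written before the data were examined.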

The workflow of our study is shown in Figure 1(a). 

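The largest increases after either hepatectomy were in genes of the acute-phase response, whose proteins the liver secretes during inflammation. Serum amyloid A2 (Saa2) was at 5.25 ± 0.92 (SD, n = 3) in sham livers and at 11.50 ± 0.069 (SD, n = 3) 12 h after 50% hepatectomy, a log2 change of 6.25 (SE 0.46, adjusted p = 9.64e-07). Lipocalin 2 (Lcn2), which binds the iron carriers of bacteria, rose by 5.77, 5.89 and 5.73 at 6, 12 and 24 h after 50% hepatectomy and by 5.41, 5.80 and 6.22 after 85% hepatectomy. Of 27 acute-phase genes, 21, 21 and 22 rose at these times after 50% hepatectomy (26, 24 and 22 adjusted over the list alone) and 21, 23 and 24 after 85% hepatectomy. With an estimated correlation the list had an adjusted p = 0.0208, an adjusted p = 0.045 and an adjusted p = 0.0565 after 50% hepatectomy, and an adjusted p = 0.213, an adjusted p = 0.164 and an adjusted p = 0.149 after 85% hepatectomy. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had the largest decrease at each time after 85% hepatectomy among the genes named by the rule, with log2 changes of -4.56, -4.41 and -5.27, the last with an adjusted p = 0.00467. Tiparp, a target of the aryl hydrocarbon receptor, rose by 4.61 (SE 0.84, adjusted p = 0.00134) at 6 h after 85% hepatectomy, and Cd14, a receptor for bacterial lipopolysaccharide, by 4.31. After 50% hepatectomy, Hsd3b2 and Hsd3b3, enzymes of steroid metabolism, changed by -4.01 and -3.82 at 12 h. Over the 7 groups, 5024 genes differed at an adjusted p under 0.05 from limma's moderated F test with a fold change above 1.5 between the highest and lowest group means. At the unadjusted threshold of the methods' one-way F test, with the same fold change, 5221 genes differed, and all 5024 are among them. Against sham, 1142 genes (482 higher, 660 lower), 2309 (1288 and 1021) and 1490 (994 and 496) changed at 6, 12 and 24 h after 50% hepatectomy. After 85% hepatectomy, 7811 (4852 and 2959), 6329 (3693 and 2636) and 8792 (5916 and 2876) changed. Of the genes that changed after both hepatectomies, 348 were higher and 549 lower in both at 6 h, where independent lists would share 77.7 and 64.9. At 12 h 448 and 488 were shared (158 and 89.4 for independent lists), and at 24 h 712 and 400 (195.4 and 47.4). Both comparisons use the same sham livers, from which part of the excess may come, so independent lists are no full reference. At 12 h 45 genes higher after 50% hepatectomy were lower after 85% hepatectomy and 6 the reverse, against 0 and 1 at 6 h and 3 and 0 at 24 h. Replicate 1 at 6 h after 50% hepatectomy and replicate 2 at 24 h after 85% hepatectomy were taken from the paper's Figure 2 as apart from their groups. Without them, the 50% counts are 2311, 3616 and 2755. With 1 array left out they fall as low as 458 (without replicate 3 at 6 h), 1147 (without replicate 1 at 12 h) and 484 (without replicate 1 at 24 h). Without sham replicate 3, the 85% counts are 4866, 3901 and 5610. The 85% count at 24 h is 763 in a model of only the sham and 24 h groups and 23 with the methods' test after Benjamini-Hochberg adjustment, so most of its calls rest on a spread estimated from all groups. The split into higher and lower depends on the scaling: with each array centred on its median, which shifts the 85% changes by 0.147, 0.12 and 0.126 at 6, 12 and 24 h, increases are the minority. The median 85% change over all genes is smaller, at 0.066, 0.056 and 0.074. Centring thus takes off more than the median gene changed and favours decreases by itself, here and in the lists below. The centred splits are 327 higher and 779 lower, 621 and 1380, and 321 and 828 after 50% hepatectomy, and 1270 and 6276, 1285 and 4759, and 1754 and 4649 after 85% hepatectomy. Quantile normalization gives 575 and 538 at 24 h after 50% hepatectomy, and 2208 and 2778, 2176 and 2661, and 3206 and 2933 after 85% hepatectomy.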

In the model of ischemia-reperfusion hepatectomy (sham operation vs. test 1 vs. test 2 vs. test 3 vs. test 4 vs. test 5 vs. test 6), we screened 5,312 DEGs under the threshold of |FC| > 1.5 (*P* < 0.05; Figure 1(b)). These DEGs were then used for subsequent analysis.

### 3.2. Weighted Coexpression Network Construction and Identification of Key Modules

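At 12 h, genes of inflammation and of the immediate early response were higher after 85% than after 50% hepatectomy. Of 29 cytokines, chemokines and NF-kB targets, 20, 24 and 24 rose at 6, 12 and 24 h after 85% hepatectomy and 3 rose at each time after 50% hepatectomy. Neutrophil markers moved with this list: 13, 14 and 11 of 18 rose at these times after 85% hepatectomy, and 7 were higher than after 50% hepatectomy at 12 h. Il10, a cytokine that restrains inflammation, was at 5.84 ± 0.49 (SD, n = 3) 12 h after 85% hepatectomy and at 1.55 ± 0.060 (SD, n = 3) 12 h after 50% hepatectomy, a difference of 4.29 (SE 0.52, adjusted p = 0.00017). The Il10 value after 50% hepatectomy lies at the level of the array medians over all features, so its difference is read as a lower bound. The neutrophil attractant Cxcl2 differed by 4.13 and the cytokine Il6 by 3.37 between these groups, the latter also from a value below the array medians. In that comparison, 13 of the list were higher and 0 lower after 85% hepatectomy (19 and 0 adjusted over the list alone, adjusted p = 1.15e-08 from camera, adjusted p = 0.376 with an estimated correlation). Of 29 immediate early genes, which cells switch on within minutes of a stimulus, 21 were higher and 0 lower (25 and 0 adjusted over the list alone, adjusted p = 7.37e-13 from camera, adjusted p = 0.22 with an estimated correlation). Among them were Klf6, higher by 2.68, and Dusp1, higher by 2.42. Pdk4, a kinase that limits the use of glucose carbon in mitochondria, was higher after 85% than after 50% hepatectomy by 5.14 at 12 h and by 5.26 at 24 h. Between the 85% and 50% groups, 1366 genes (552 higher, 814 lower), 4663 (1595 and 3068) and 2357 (863 and 1494) changed at 6, 12 and 24 h. Centred arrays give 189 and 1279, 982 and 3452, and 463 and 1613. Across the 5024 genes that differ among groups, the main axis of the arrays holds 50.7% of the variance and the next 21.4%. By root mean square distance over these genes, replicate 2 at 24 h after 85% hepatectomy lay nearest to the livers at 12 h after 50% hepatectomy, at 0.433 against 0.831 from the other two of its group. Replicate 1 at 6 h after 50% hepatectomy lay nearest to the livers at 12 h after 85% hepatectomy, at 0.401 against 0.455 from its own group. The mean change of the NF-kB list was 0.49 in the former array, against 2.25 and 2.00 in the others of its group, and 1.43 in the latter, against 0.54 and 0.48. Replicate 3 at 12 h after 85% hepatectomy lay nearest to the 6 h livers (0.245 against 0.388 from its own group) and replicate 1 at 24 h after 85% hepatectomy nearest to the 12 h livers (0.522 against 0.623). Without the former 2 arrays, 5981 genes differed among groups, and 2835 and 5645 differed between the 85% and 50% groups at 6 and 24 h. With 1 array left out the 3 counts fall as low as 225 (without replicate 3 at 6 h after 50% hepatectomy), 2650 (without replicate 2 at 12 h after 50% hepatectomy) and 740 (without replicate 3 at 24 h after 85% hepatectomy). In models of only the groups compared, the counts at 6 and 24 h are 622 and 1, and with the methods' test after adjustment 2 and 1, so most of these calls too rest on a spread estimated from all groups.

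**Figure D1:**
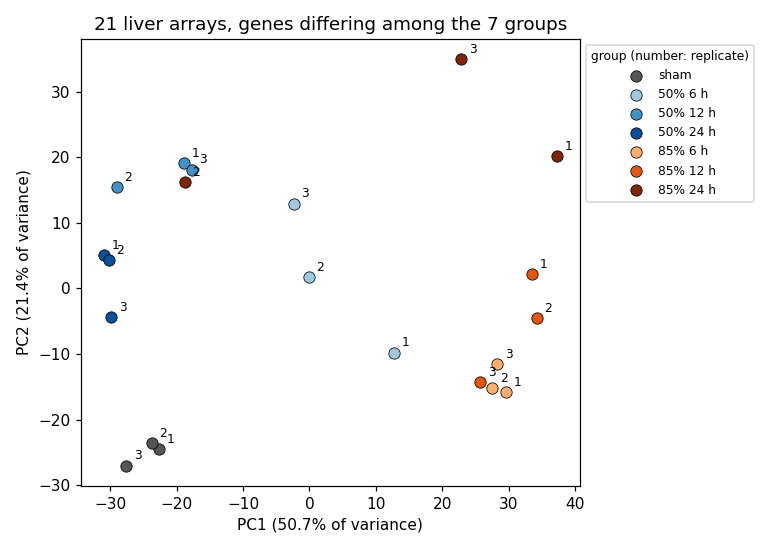
Each point is 1 array, numbered by replicate and coloured by group, placed by its scores on the first and second principal components of log2 values over 5024 genes (50.7% and 21.4% of the variance). Replicate 2 at 24 h after 85% hepatectomy lies 0.433 from the mean of the livers at 12 h after 50% hepatectomy and 0.831 from the rest of its own group.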

Clustering of the DEGs was based on sham, test 1, test 2, test 3, test 4, test 5 and test 6 groups as separately marked with color bars in Figure 2. Before the construction of the weighted coexpression network, a weighted parameter of the adjacency function (soft-threshold *β* = 21) was selected to build the scale-free networks as shown in Figures 3(a) and 3(b). The data demonstrated that the closer was for the branches, and the more similar was for their expression profiles. 

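Genes of sterol biosynthesis, of the unfolded protein response and of the immediate early response were each found in a single module of coexpressed genes more often than chance gives. Of 17 genes of sterol biosynthesis, 13 were in the smallest module, which holds 30 genes (Fisher's exact test, one-sided, adjusted p = 3.67e-35 over the tests of all lists in all modules; 1.27e-26 against the genes of the network alone). Of 27 genes of the unfolded protein and integrated stress response, which help proteins fold in the endoplasmic reticulum, 10 were in a module of 114 genes (adjusted p = 5.58e-16; 1.48e-09 within the network). The largest module, with 1817 genes, held 18 of 29 immediate early genes (adjusted p = 2.19e-13; 0.000913 within the network) and 15 of 50 DNA repair genes (1.01e-05; 0.046). It also held 13 of 29 cytokines, chemokines and NF-kB targets (3.18e-07) and 12 of 39 genes of nuclear import and RNA polymerase (9.41e-05), which did not pass within the network (adjusted p = 1 and 0.929), and 8 of 18 neutrophil markers (0.000168; 0.076 within the network). A module of 240 genes held 5 of 20 genes of bile acid synthesis and transport (2.49e-05; 0.0348 within the network). The network was built from 5221 genes that pass the methods' criterion, with adjacency from the absolute Pearson correlation raised to the power of 21 and average linkage of topological overlap. The 24 clusters of at least 30 genes were merged where their eigengenes correlated above 0.75. This gave 8 modules, M1 to M8, of 1817, 240, 114, 88, 56, 48, 40 and 30 genes, with 2433 genes in all and 2788 in none. The fit to a scale-free network at this power was a signed R2 of 0.727, none of the powers tried reached 0.9, and the mean connectivity was 23.4. A height of the tree chosen by a fixed rule replaced dynamic tree cutting, and the count of modules was 5 with a signed network, 5 at a power of 12 and 1 with a minimum of 100 genes.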

Nine coexpressed gene modules were detected by dynamic tree cutting and merging similar modules, which were visualized by a clustering dendrogram (Figure 4). We found that all nine modules and sample types showed clear correlations (Figure 5). 

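By exact permutation p, the lowest values in the modules were those of the livers at 6 h after 85% hepatectomy and at 24 h after 50% hepatectomy. The eigengene of M8, the module with most genes of sterol biosynthesis, was higher at 24 h after 50% hepatectomy than in the other groups, with r = 0.792 against membership in the group (exact permutation p = 0.0015, adjusted p = 0.0281). The eigengene of M5, a module of 56 genes, was higher at 6 h after 85% hepatectomy (r = 0.657), and that of M3, which holds genes of the unfolded protein response, was lower (r = -0.56). Both have an exact permutation p = 0.000752, the smallest that the choices of 3 arrays allow, and an adjusted p = 0.0211. Since each group holds 3 of 21 arrays, such an r compares a group with all others, and the permutation test is two-sided. Over the 56 pairs of module and group, 17 had an exact p under 0.05 and 7 an adjusted p under 0.05. Each of the 8 modules had an exact p under 0.05 with at least 1 group, and 6 modules, all but M1 and M6, had an adjusted p under 0.05. The genes of the network entered because they differ among these groups. These p-values, here and below, therefore order the pairs and are not independent evidence that a module differs.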

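Genes of sterol biosynthesis rose at 24 h after 50% hepatectomy. Squalene epoxidase (Sqle), which catalyses the first oxygenation step of sterol synthesis, was at 2.70 ± 0.52 (SD, n = 3) in sham livers and at 6.51 ± 0.64 (SD, n = 3) in this group, a log2 change of 3.80 (SE 0.67, adjusted p = 0.00486). Fdps, Nsdhl and Cyp51, enzymes of the same pathway, rose by 3.48, 3.16 and 2.96. Of 17 genes of the list, 11 rose and 0 fell (16 and 0 adjusted over the list alone, adjusted p = 4.83e-11 from camera, adjusted p = 0.309 with an estimated correlation). Against this group, 9 were lower and 0 higher at 24 h after 85% hepatectomy (14 and 0 adjusted over the list alone, adjusted p = 4.57e-11 from camera, adjusted p = 0.309 with an estimated correlation). Among them was Idi1, at -2.48. In the 85% group at 24 h, replicate 2 had a mean change of this list of 1.84 from sham, against -0.50 and -0.20 in the other two, and without the 2 arrays that lie apart from their groups 17 of the list were lower. At 12 h after 50% hepatectomy, 11 of 27 genes of the unfolded protein and integrated stress response rose and 0 fell (14 and 0 adjusted over the list alone, adjusted p = 9e-09 from camera, adjusted p = 0.158 with an estimated correlation). Among them were the endoplasmic reticulum genes Creld2, higher by 2.46, Sdf2l1, by 1.85 and Hyou1 by 1.66. In the same group the eigengene of M3 was higher than elsewhere (r = 0.521, exact permutation p = 0.00526, adjusted p = 0.0421), and at 24 h after 50% hepatectomy that of M4 was lower (r = -0.583, exact permutation p = 0.00451, adjusted p = 0.0421). In sham livers the eigengenes of M7 and M2 were the highest, with r = 0.546 (exact permutation p = 0.0113, adjusted p = 0.0702) and r = 0.506 (exact permutation p = 0.0173, adjusted p = 0.0807). Neither passed the adjusted threshold.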

The brown, yellow, magenta, blue, turquoise, and green modules were found most relevant to the sham, test 2, test 3, test 4, test 5 and test 6 groups, respectively. As the results showed that the last three modules were negatively correlated with DEGs in test 4, 5, and 6 groups, later on, we mainly focused and explored the significances of these modules in mouse LR receiving the extensive liver resection of 85%.

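After 85% hepatectomy, genes of amino acid breakdown and of complement and coagulation fell at 24 h, and a regulator of glycogen was among the largest decreases at 6 h. Ppp1r3c, which directs a phosphatase to glycogen, was at 6.03 ± 1.50 (SD, n = 3) in sham livers and at 2.18 ± 0.12 (SD, n = 3) at 6 h, a log2 change of -3.86 (SE 0.83, adjusted p = 0.00384). Erbb3, a receptor of the epidermal growth factor family, changed by -3.08 at 6 h, and Hykk, an enzyme of lysine breakdown, by -3.75 at 12 h. At 24 h, 21 of 29 genes for amino acid breakdown and the urea cycle fell and 1 rose (21 and 2 adjusted over the list alone, adjusted p = 1.81e-11 from camera, adjusted p = 0.149 with an estimated correlation). Among them were Hal, which degrades histidine, at -2.90 and Kynu, of tryptophan breakdown, at -2.67. Of 33 complement and coagulation genes, 18 fell and 3 rose at 24 h (20 and 3 adjusted over the list alone, adjusted p = 2.07e-10 from camera, adjusted p = 0.197 with an estimated correlation). Among them was Serpind1, an inhibitor of thrombin, at -2.17. Hepatocyte identity genes as a list were lower at 24 h too (adjusted p = 1.65e-08 from camera, adjusted p = 0.0126 with an estimated correlation), and neutrophil markers were higher (adjusted p = 0.000621 from camera, adjusted p = 0.436 with an estimated correlation). In replicate 2 at 24 h the mean changes of the amino acid and complement lists were -0.34 and -0.42, against -0.89 and -0.47 in replicate 1 and -0.94 and -0.65 in replicate 3. The eigengene of M2 was lower at 24 h than in the other groups (r = -0.702, exact permutation p = 0.00451, adjusted p = 0.0421), as was that of M7 (r = -0.618, exact permutation p = 0.00301, adjusted p = 0.0421). For the module with the green hub genes this call is lost at a power of 12 (r = -0.228), with at least 100 genes per module (-0.220), with Ward linkage (-0.425) and with the genes of the moderated F test (-0.278), and it is kept in a signed network (-0.696). The M2 eigengene is -0.0215 in replicate 2 at 24 h, against -0.5314 and -0.5734 in the other two. The eigengene of M1 was lower at 6 h (r = -0.488, exact permutation p = 0.0233, adjusted p = 0.1) and at 12 h (r = -0.502, exact permutation p = 0.015, adjusted p = 0.0807), neither past the adjusted threshold. Leaving out replicate 1, 2 or 3 at 6 h gives r = -0.415, -0.432 or -0.429 (exact permutation p = 0.0789, 0.0632 and 0.0632), and leaving out replicate 2 at 12 h gives r = -0.427 (exact permutation p = 0.0526).

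**Figure D2:**
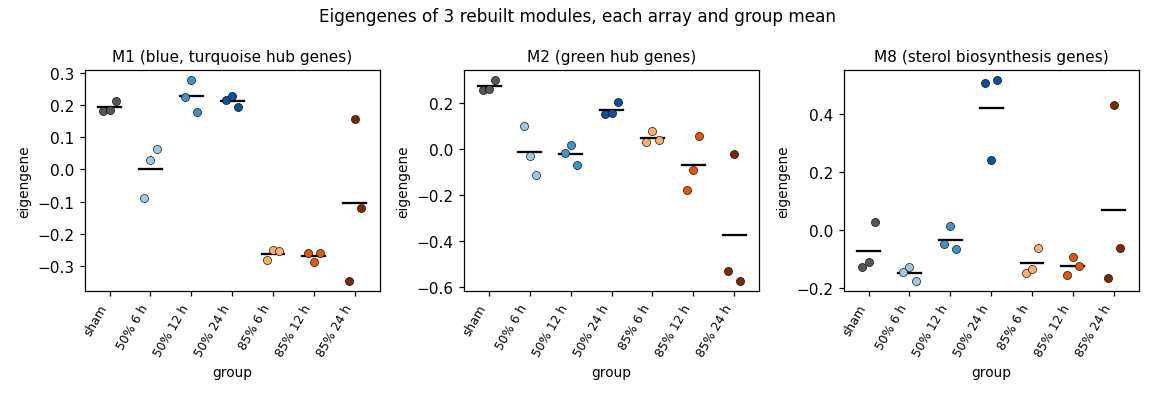
Module eigengenes of M1, M2 and M8 (no unit) by group; points are arrays and lines are group means. The eigengene of M2 is lower at 24 h after 85% hepatectomy than elsewhere (r = -0.702 with the group), that of M1 lower at 6 and 12 h (r = -0.488 and -0.502), and that of M8 higher at 24 h after 50% hepatectomy.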

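Most genes of the largest modules were lower in the livers after 85% hepatectomy than in the other groups. Of the 1817 genes of M1, the module with 6 of the 8 measured hub genes that the paper gives for the blue module and all 7 for the turquoise module, 1471 were lower in the group at 6 h and 1471 in the group at 12 h. Of the 240 genes of M2, which holds 7 of the 10 hub genes of the green module, 192 were lower at 24 h. These are signs of correlations with group membership, with no test per gene. The hub genes were chosen by the study on these samples and are not independent evidence of a direction. Across the genes of M1, the absolute module membership and the absolute correlation with the group correlated at 0.239 for the 6 h group and at 0.591 for the 12 h group, and across the genes of M2 at 0.243 for the 24 h group. These correlations are across genes, which are not independent replicates, so no p-value is given.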

Based on the combinational analyses of module connectivity and the absolute value of Pearson's correlation, we identified that the blue module, turquoise module, and green module showed the highest level of correlation for test 4, test 5, and test 6, respectively (Figures 6(a)–6(c)). The blue, turquoise, and green modules were the most meaningful modules specifically in the apoptotic, lipid metabolism, and fatty acid metabolic processes, which were demonstrated to be closely related to mouse LR after an 85% hepatectomy for 6, 12, and 24 h, respectively. These modules were then used to identify the hub genes.

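Genes of apoptosis changed in both directions after 85% hepatectomy, while genes of fatty acid oxidation fell. Bcl2l1, which encodes the survival protein Bcl-xL, was at 4.47 ± 0.26 (SD, n = 3) in sham livers and at 6.38 ± 0.12 (SD, n = 3) at 6 h, a log2 change of 1.91 (SE 0.18, adjusted p = 8.06e-06). The death receptor gene Tnfrsf1a rose by 1.18 and the caspase gene Casp8 by 1.00, whereas Casp1, the caspase of inflammasomes, fell (-1.11). Of 40 apoptosis genes, 9 rose and 5 fell (5 and 9 with the arrays centred on their medians) at 6 h, 11 rose and 2 fell (5 and 7 with the arrays centred on their medians, 7 and 4 after quantile normalization) at 12 h and 9 rose and 6 fell (4 and 8 with the arrays centred on their medians) at 24 h, so the majority turns with the scaling at each time. At 6 h the counts adjusted over the list alone were 10 and 5, and camera gave an adjusted p = 0.891 (adjusted p = 0.976 with an estimated correlation). Of 26 genes of fatty acid oxidation and ketogenesis, 5, 10 and 16 fell at 6, 12 and 24 h and 0 rose at any of these times (4, 15 and 19 fell adjusted over the list alone). Camera gave an adjusted p = 0.000105, 2.57e-07 and 2.8e-12, and with an estimated correlation the adjusted p = 0.427, 0.346 and 0.213. Ppara, the nuclear receptor that drives this pathway, changed by -1.53 (SE 0.28, adjusted p = 0.00147) at 6 h, and Crat, a carnitine acetyltransferase, by -1.31 at 12 h. At 24 h Acot1, an acyl-CoA thioesterase, changed by -2.10 and Ehhadh, an enzyme of peroxisomal oxidation, by -1.42. The mean change of the fatty acid oxidation list at 24 h was -0.67 in replicate 2 and -0.91 and -0.55 in the other two. In replicates 1, 2 and 3 of these livers, the mean change of hepatocyte identity genes was -0.51, -0.65 and -0.66, and neutrophil markers had a median change of 0.53. Against 50% hepatectomy at the same time, 6 of the fatty acid oxidation list were lower and 1 higher at 24 h (adjusted p = 0.00203 from camera, adjusted p = 0.566 with an estimated correlation). The paper picks these modules by module connectivity and the size of Pearson's correlation, ties them to apoptosis at 6 h, lipid metabolism at 12 h and fatty acid metabolism at 24 h, and takes them on to the search for hub genes.

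**Figure D3:**
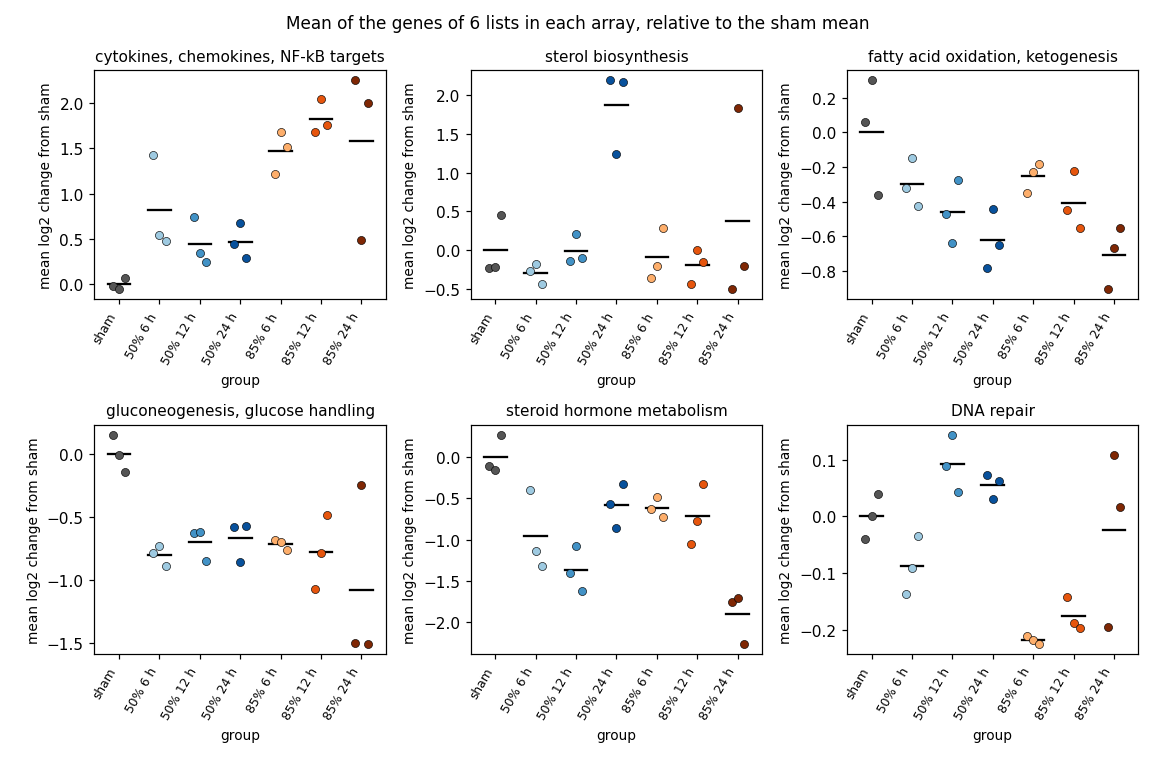
Mean log2 change from sham of the genes of 6 lists by hours after hepatectomy, for 50% and 85% hepatectomy; points are arrays and lines are group means. Fatty acid oxidation lies below sham in each array at 24 h after 85% hepatectomy, at -0.91, -0.67 and -0.55.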

### 3.3. Functional Enrichment Analysis of the Hub Genes in WGCNA

We performed GO and KEGG pathway analyses on the DEGs identified in the 3 modules. The top ten blue modules for biological processes and pathways, as determined by GO enrichment analysis, are shown in Figure 7(a), including sensory perception of chemical stimulus, protein transport, cellular response to DNA damage stimulus, spermatid development transcription, DNA templating, DNA repair, regulation of transcription, mitotic nuclear division, NLS-bearing protein import into nucleus, and apoptotic process. 

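Genes of DNA repair and of nuclear import fell at 6 h after 85% hepatectomy, while few receptors of smell and taste changed, and few genes of mitosis did except with centred arrays. In the same livers 13 of 18 neutrophil markers rose, and 10 of 21 endothelial markers fell and 2 rose (adjusted p = 0.000724 from camera, adjusted p = 0.376 with an estimated correlation). Rad50, part of the complex that holds broken DNA ends, was at 3.46 ± 0.50 (SD, n = 3) in sham livers and at 2.11 ± 0.062 (SD, n = 3) at 6 h, a log2 change of -1.35 (SE 0.27, adjusted p = 0.00236). The mismatch repair gene Msh3 changed by -1.24 and the DNA damage kinase gene Atm by -0.97. Of 50 DNA repair genes, 5 rose and 20 fell (2 and 24 with the arrays centred on their medians) at 6 h, 8 and 22 adjusted over the list alone. Camera gave an adjusted p = 0.000108 and an adjusted p = 0.241 with an estimated correlation. Between the 85% and 50% groups at 12 h, 19 of this list were lower and 2 higher (adjusted p = 6.4e-06 from camera, adjusted p = 0.197 with an estimated correlation). Kpnb1, the importin that carries proteins with a nuclear localization signal, changed by -1.48 (SE 0.28, adjusted p = 0.00186) at 6 h, and the importin alpha gene Kpna3 by -1.25. Of 39 genes of nuclear import and RNA polymerase, 3 rose and 14 fell (6 and 11 after quantile normalization) at 6 h (4 and 14 adjusted over the list alone, adjusted p = 0.000306 from camera, adjusted p = 0.534 with an estimated correlation), and against 50% hepatectomy at 12 h 16 were lower and 2 higher (11 and 3 after quantile normalization, adjusted p = 3.33e-07 from camera, adjusted p = 0.376 with an estimated correlation). Of 39 olfactory, vomeronasal and taste receptors, 4 rose and 0 fell (1 and 4 with the arrays centred on their medians) at 6 h (4 and 0 adjusted over the list alone), so the direction turns with the scaling. The largest change was 0.42 for the odorant receptor gene Olfr17, and camera gave an adjusted p = 0.248. Of 32 genes of G2/M and mitosis, 1 rose and 0 fell (0 and 11 with the arrays centred on their medians, 0 and 2 after quantile normalization) at 6 h, 1 and 0 adjusted over the list alone, and camera gave an adjusted p = 0.62. The only call, the phosphatase gene Cdc25b, changed by 0.21.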

The top ten KEGG pathways included the cell cycle, nucleotide excision repair, thyroid hormone signaling pathways, pyrimidine metabolism, fatty acid degradation, purine metabolism, transcriptional misregulation in cancer, herpes simplex infection, renal cell carcinoma, RNA polymerase, and Epstein-Barr virus infection. 

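At 6 h after 85% hepatectomy, the p21 gene Cdkn1a rose and the p27 gene Cdkn1b fell, both inhibitors of the cell cycle, and the changes in genes of DNA replication were smaller. Neutrophil markers were higher in the same livers, 13 of 18 past the threshold. Cdkn1a, which blocks cyclin-dependent kinases, was at 5.42 ± 2.19 (SD, n = 3) in sham livers and at 8.74 ± 0.11 (SD, n = 3) at 6 h, a log2 change of 3.32 (SE 0.74, adjusted p = 0.00489). The SE takes its spread from all groups and understates that of the sham livers, so the call is less certain than its p. Btg2, another antiproliferative gene, rose by 2.33, while cyclin G1 (Ccng1) and Cdkn1b changed by -1.13 and -1.12. Of 28 p53 targets and inhibitors of cyclin-dependent kinases, 8 rose and 5 fell (3 and 6 with the arrays centred on their medians) at 6 h (9 and 5 adjusted over the list alone), so the majority turns with the scaling, and camera gave an adjusted p = 0.579. Of 31 genes of G1/S and DNA replication, 4 rose and 5 fell (0 and 9 with the arrays centred on their medians, 0 and 9 after quantile normalization) at 6 h (7 and 7 adjusted over the list alone, adjusted p = 0.623 from camera). Among them were the replication factor gene Mcm10 at -0.59 and the thymidine kinase gene Tk1 at -0.53. At 24 h after 85% hepatectomy 10 rose and 2 fell (5 and 3 with the arrays centred on their medians, 5 and 3 after quantile normalization) in this list (11 and 2 adjusted over the list alone, adjusted p = 0.145 from camera), and cyclin E1 (Ccne1), which drives entry into S phase, rose by 1.05 (SE 0.12, adjusted p = 3.53e-05). Of the RNA polymerase subunits, Polr3b and Polr2b, of polymerases III and II, changed by -0.99 and -0.94 at 6 h. Pyrimidine and purine metabolism, thyroid hormone signaling and the infection and cancer pathways were not analysed here.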

Apoptosis is a form of programmed cell death that occurs in both physiological and disease states. Under normal conditions, apoptosis and cell proliferation are complementary and necessary for cell maintenance, growth, and degradation. The regulation of apoptosis is critical in LR process [15, 16]. Damage to LR in response to aging is accomplished by reducing cell cycle activity and by increasing the levels of autophagy and apoptosis [17]. MMP-9 plays an important role in liver regeneration after partial hepatectomy; it is possible that this protein regulates changes in pathways related to proliferation and apoptosis [18].

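At 12 h after 85% hepatectomy, genes of insulin signalling fell, whereas the sterol pathway showed few changes from sham. In the same livers 14 of 18 neutrophil markers rose, and 12 of 21 endothelial markers fell and 2 rose (adjusted p = 2.11e-05 from camera, adjusted p = 0.309 with an estimated correlation). Irs1, the adaptor of the insulin receptor, was at 4.03 ± 0.28 (SD, n = 3) in sham livers and at 2.20 ± 0.17 (SD, n = 3) at 12 h, a log2 change of -1.83 (SE 0.27, adjusted p = 0.000282). Ppp1r3b, which targets a phosphatase to liver glycogen, changed by -2.63, and Socs3, an inhibitor of cytokine and insulin signals, rose by 1.89. Of 30 genes of insulin and adipocytokine signalling, 2 rose and 13 fell (4 and 13 adjusted over the list alone, adjusted p = 0.00537 from camera, adjusted p = 0.226 with an estimated correlation). Of 17 genes of sterol biosynthesis, 1 fell and 0 rose (adjusted p = 0.281 from camera). The call was Sc5d, at -1.77 (SE 0.51, adjusted p = 0.0233). Of 15 genes of steroid hormone metabolism, 2 fell and 0 rose (1 and 0 adjusted over the list alone, adjusted p = 0.00417 from camera, adjusted p = 0.376 with an estimated correlation). Among them was Cyp17a1, which makes androgen precursors, at -2.39. Against 50% hepatectomy at 12 h, 6 of this list were higher and 1 lower after 85% hepatectomy (11 and 1 adjusted over the list alone, adjusted p = 0.00272 from camera, adjusted p = 0.361 with an estimated correlation). Of 21 genes of fatty acid and triglyceride synthesis, 2 rose and 2 fell (1 and 5 with the arrays centred on their medians, 2 and 1 after quantile normalization; 1 and 1 adjusted over the list alone, adjusted p = 0.146 from camera), and Thrsp, a lipogenic gene that responds to thyroid hormone, rose by 2.62 (SE 0.61, adjusted p = 0.00763).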

The top biological processes (BPs) arising from GO enrichment and KEGG pathway analyses in the turquoise module are shown in Figure 7(b), including lipid metabolism, sterol biosynthetic processes, steroid metabolic processes and insulin resistance, and the adipocytokine signaling pathway. The top 10 BPs arising from GO enrichment and KEGG pathway analysis in the green module are shown in Figure 7(c). Among them, the fatty acid metabolic process, pentose and glucuronate interconversions, and steroid hormone biosynthesis involved in mouse LR following 85% hepatectomy in 24 h. 

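At 24 h after 85% hepatectomy, genes of steroid hormone metabolism, cytochromes P450, conjugating enzymes and bile acid synthesis fell. In the same livers 12 of 22 hepatocyte identity genes fell and 0 rose, and 11 of 18 neutrophil markers rose. Akr1c14 and Hsd3b3, which interconvert steroids, changed by -4.55 (SE 0.85, adjusted p = 0.00141) and -4.44, and Akr1c14 went from 8.61 ± 0.31 (SD, n = 3) in sham livers to 4.06 ± 2.53 (SD, n = 3). The SE of Akr1c14 takes its spread from all groups and understates that of the 24 h livers. Of 15 genes of steroid hormone metabolism, 12 fell and 0 rose (14 and 1 adjusted over the list alone, adjusted p = 4.83e-11 from camera, adjusted p = 0.084 with an estimated correlation), and 6 were lower and 1 higher than at 24 h after 50% hepatectomy (6 and 0 with centred arrays and after quantile normalization, adjusted p = 6.44e-06 from camera, adjusted p = 0.197 with an estimated correlation). Of 31 UDP-glucuronosyltransferases and other conjugating enzymes, 16 fell and 1 rose (18 and 1 adjusted over the list alone, adjusted p = 8.38e-12 from camera, adjusted p = 0.149 with an estimated correlation). Among them was Ugt2b35 at -2.66. The increase was Sult1e1, an estrogen sulfotransferase, which rose to 7.20 ± 1.77 (SD, n = 3) from the level of the array medians, so as a lower bound by 5.65 (SE 0.66, adjusted p = 4.37e-05). Of 30 drug-metabolising cytochromes P450, 20 fell and 0 rose (22 and 0 adjusted over the list alone, adjusted p = 1.49e-15 from camera, adjusted p = 0.141 with an estimated correlation). Among them were Cyp2c38 at -2.26 and Cyp3a25 at -1.98. Of 20 genes of bile acid synthesis and transport, 15 fell and 0 rose (16 and 0 adjusted over the list alone, adjusted p = 1.73e-13 from camera, adjusted p = 0.084 with an estimated correlation). Among them were the sterol hydroxylase Cyp8b1 at -3.67 and the bile salt pump gene Abcb11 at -3.03. Of 21 genes of fatty acid and triglyceride synthesis, 2 rose and 5 fell (1 and 7 with the arrays centred on their medians, 2 and 7 adjusted over the list alone, adjusted p = 0.0025 from camera, adjusted p = 0.254 with an estimated correlation). Among them were the desaturase gene Fads2 at -1.85 and Mlxipl, a transcription factor that responds to glucose, at -1.57. In replicate 2 of this group the mean changes of the steroid hormone, conjugation, P450, bile acid and fatty acid synthesis lists were -1.71, -0.49, -1.09, -1.04 and -0.20, against -1.75, -0.69, -0.75, -1.87 and -0.53 in replicate 1 and -2.26, -0.93, -0.92, -2.13 and -0.53 in replicate 3.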

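Genes for glucose output fell, and some genes of glycolysis and of lipid droplets rose, after 85% hepatectomy at 12 and 24 h. G6pc, the glucose-6-phosphatase that releases glucose from the liver, was at 10.05 ± 0.40 (SD, n = 3) in sham livers and at 5.59 ± 3.26 (SD, n = 3) at 24 h, a log2 change of -4.46 (SE 1.01, adjusted p = 0.00481). This SE takes its spread from all groups and understates that of the 24 h livers. Pck1, an enzyme of gluconeogenesis, changed by -1.49 at 12 h and the glucose transporter gene Slc2a2 by -1.80 at 24 h. Of 15 genes of gluconeogenesis and glucose handling, 4 fell and 1 rose at 12 h (4 and 1 adjusted over the list alone, adjusted p = 0.0252 from camera, adjusted p = 0.383 with an estimated correlation), and 8 fell and 0 rose at 24 h (9 and 0 adjusted over the list alone, adjusted p = 0.000495 from camera, adjusted p = 0.22 with an estimated correlation). Of 16 glycolysis genes, 7 rose and 0 fell (7 and 1 with the arrays centred on their medians) at 12 h (7 and 0 adjusted over the list alone, adjusted p = 0.0619 from camera, adjusted p = 0.361 with an estimated correlation) and 8 rose and 0 fell at 24 h (9 and 0 adjusted over the list alone, adjusted p = 0.0355 from camera, adjusted p = 0.315 with an estimated correlation). Pfkfb3, which makes an activator of glycolysis, rose by 1.67 and 2.31 (SE 0.51, adjusted p = 0.00406) at these times. Cidec, a protein of lipid droplets, rose by 2.93 and 3.80 (SE 0.65, adjusted p = 0.000811), and Hilpda, an inhibitor of lipolysis, by 3.66 and 2.02. Of 23 genes of lipid uptake, droplets and lipolysis, 4 rose and 2 fell (4 and 5 with the arrays centred on their medians) at 12 h (5 and 2 adjusted over the list alone) and 6 rose and 7 fell (4 and 8 with the arrays centred on their medians) at 24 h (7 and 7 adjusted over the list alone), so the majority at 12 h turns with the scaling. Camera gave an adjusted p = 0.965 and 0.381. Relative to 50% hepatectomy at 24 h, 7 of this list were higher and 4 lower, with Cidec differing by 4.20. The median change of hepatocyte identity genes at 24 h was -0.24. In replicate 2 at 24 h after 85% hepatectomy the mean change of the gluconeogenesis list was -0.25, against -1.50 and -1.51 in the other two, and that of the glycolysis list 0.43, against 0.39 and 0.42.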

According to our analyses, the functions and signal pathways in the metabolism of sugar and fat played crucial roles in test 5 and test 6. The regenerated liver quickly acquires the ability to mobilize triglycerides as the larger normal liver to process free fatty acids [19]. Fatty tissue lipids are liver neutral lipids formed during LR and represent the source of fatty acids contained in phospholipids [20]. Prior to the peak period of proliferation, the regenerating liver undergoes a characteristic period of transient lipid accumulation in hepatocytes. Our current results showed that 24 h after 85% hepatectomy, the storage of lean and adipose tissues both decreased dramatically, while only little was changed for these factors in the control mice. At 24 h after surgery, the quality of lean tissue had decreased by 10% and the mass of fat had decreased by 20%. These catabolic changes were previously reported to occur after the onset of hypoglycemia, approximately three hours after partial hepatectomy [21]. Transient regeneration-associated steatosis (TRAS) was reported as an indispensable aspect of successful LR, in which fat acted as the main fuel for regeneration during the periods of low liver function. The increase in lipid catabolism during LR is a promising option for clinical management [22]. The ability of mice to undergo complete LR after partial hepatectomy is known to depend on the ability of liver cells to acquire glucose [23].

### 3.4. Hub Gene Identification through WGCNA and PPI

Cytoscape software established a coexpression network to show the common genes among the modules (Figure 8). We analyzed the blue, turquoise, and green modules to get the top ten genes for each module according to the centrality degree value. 360, 746, and 110 hub genes in the coexpression network were obtained for the blue, turquoise, and green modules, respectively, as shown in Figure 9. 

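Genes above the hub gene thresholds used here numbered 1360 in M1 for the group at 6 h after 85% hepatectomy, 1400 in M1 for the group at 12 h and 225 in M2 for the group at 24 h. The thresholds were an absolute correlation with the group above 0.2 and an absolute module membership above 0.8, each a Pearson correlation over the 21 arrays. The paper defines gene significance as the logarithm of a p-value and, for its threshold of 0.2, as an absolute Pearson correlation, and only the latter was used here. Among the genes in M1 are Ogt, which encodes the O-GlcNAc transferase of nuclear and cytoplasmic proteins, and Mapkapk2, a kinase of the p38 stress pathway. Arfgap2, which acts in transport from the Golgi, and Eloa (the paper's Tceb3), of transcription elongation, were in M5 instead, with memberships of -0.948 and -0.944. M2 holds Bbox1, an enzyme of carnitine synthesis, and Pde3b, a phosphodiesterase regulated by insulin. Eif6, Mybbp1a and Eif2b3, of ribosome formation and translation, were in no module.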

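Most of the hub genes with a value were lower after 85% hepatectomy. Rtp3, of the receptor transporter protein family, was at 5.80 ± 0.21 (SD, n = 3) in sham livers and at 3.27 ± 0.14 (SD, n = 3) at 12 h, a log2 change of -2.53 (SE 0.46, adjusted p = 0.00142). Golga1, a protein of the Golgi, changed by -1.20 (SE 0.26, adjusted p = 0.00387) at 6 h, Kat8, a histone acetyltransferase, by -1.09 (SE 0.14, adjusted p = 0.000113) at 12 h, and Bbox1 by -1.96 (SE 0.22, adjusted p = 3.53e-05) at 24 h. Acbd5, which tethers peroxisomes, and Deptor, an inhibitor of mTOR, changed by -2.19 and -2.00 at 24 h, while Eif6 rose by 1.48 (SE 0.17, adjusted p = 4.56e-05) and Mybbp1a by 1.40. Of the 29 genes, 25 had a value, and the others were not analysed here. All 8 measured genes of the blue module (with Fam175b under the symbol Abraxas2) were lower at 6 h, 7 at 12 h and 0 at 24 h (8, 8 and 0 adjusted over the list alone). Of the 7 measured genes of the turquoise module, 6 were lower and Mapkapk2 was higher at each time after 85% hepatectomy. Of the 10 genes of the green module, 7 were lower and 3 (Eif6, Mybbp1a and Eif2b3) higher at 24 h, and these 7 had their lowest mean in that group. The same 7 were already lower and the same 3 higher at 12 h, and 6 were lower and the same 3 higher at 6 h. After 50% hepatectomy 1, 5 and 0 were lower and 3, 3 and 0 higher at 6, 12 and 24 h. The lists were chosen by the study on these samples, so these counts are not independent evidence. Against 50% hepatectomy at the same times, 4, 8 and 1 genes of the blue module and 2, 6 and 4 of the turquoise module were lower at 6, 12 and 24 h. Adjusted over the list alone, these counts were 8, 8 and 6 and 6, 6 and 6. Mapkapk2 was higher at 12 and 24 h. Of the green module, 7 were lower and 3 higher than after 50% hepatectomy at 24 h, and 0 differed from it at 6 and 12 h. Within the 85% groups, Bbox1 was higher at 6 h than at 24 h by 1.20 (SE 0.22, adjusted p = 0.00418) and Arfgap2 differed between 6 h and 24 h by -0.65 (SE 0.16, adjusted p = 0.0197). The Arfgap2 difference is -0.414 without replicate 2 at 24 h, and its call is lost without replicate 1, 2 or 3 at 6 h or replicate 3 at 24 h.

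**Figure D4:**
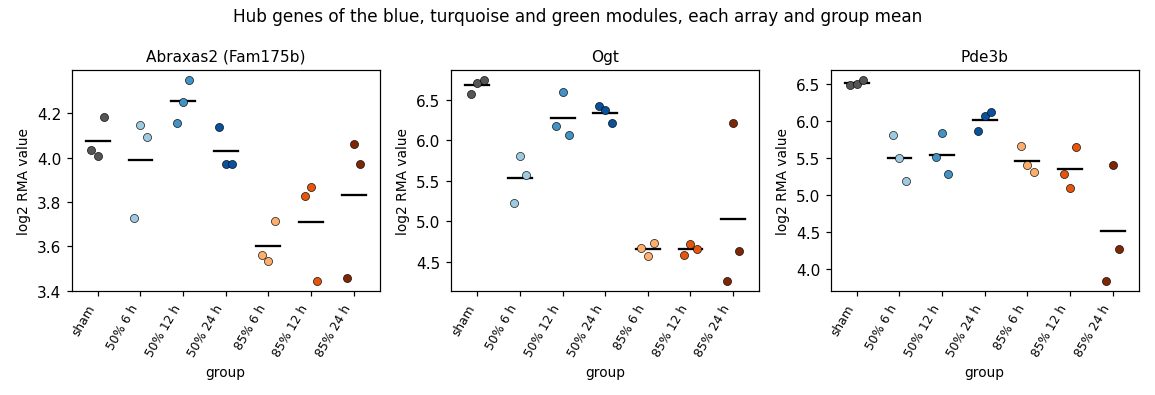
Log2 RMA values of Abraxas2 (the paper's Fam175b), Ogt and Pde3b by group; points are arrays and lines are group means. Ogt goes from 6.68 ± 0.089 (SD, n = 3) in sham livers to 5.04 ± 1.03 (SD, n = 3) at 24 h after 85% hepatectomy, where replicate 2 lies apart from the other two.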

A total of 29 genes, including Arfgap2, Golga1, Tceb3, Pdia5, Wdr59, Rab8a, Mapkap1, Nrd1, Fam175b, Mapkapk2, Kat8, Rt-p3, Mtif2, Fkbp15, OGT, Als2, H3f3b, Ublcp1, Cnot1, Eif6, Bbox1, Setd3, Mybbp1a, Pde3b, Eif2b3, Psd3, Acbd5, Deptor and Pm20d1, were highlighted by both WGCNA and PPI network analyses. Then, the overlapping regions among the three modules by using BP functional enrichment and KEGG pathways were used to pick up specific target genes of interest. In the blue module, we found that Fam175b gene showed BP enrichment and acted as a negative regulator of apoptosis. 

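Fam175b, which encodes a scaffold of the BRISC deubiquitinating complex and carries the current symbol Abraxas2, fell at 6 h after 85% hepatectomy. Its value was 4.07 ± 0.093 (SD, n = 3) in sham livers and 3.60 ± 0.098, 3.71 ± 0.23 and 3.83 ± 0.33 (SD, n = 3 each) at 6, 12 and 24 h. The log2 change was -0.47 (SE 0.14, adjusted p = 0.0271) at 6 h, -0.36 (SE 0.14, adjusted p = 0.0861) at 12 h and -0.24 (SE 0.14, adjusted p = 0.223) at 24 h. The 6 h and 12 h values differed by -0.11 (adjusted p = 1) and the 6 h and 24 h values by -0.23 (adjusted p = 0.417). After 50% hepatectomy the changes were -0.09, 0.18 and -0.05, none past the threshold, and the difference between 85% and 50% hepatectomy passed at 12 h (-0.54, SE 0.14, adjusted p = 0.0183) and not at 6 h (-0.39, SE 0.14, adjusted p = 0.136). The 12 h difference lay between -0.618 and -0.407 with 1 array left out, and its call was lost without replicate 2 or 3 at 12 h after 50% hepatectomy or replicate 3 at 12 h after 85% hepatectomy, after quantile normalization and with the methods' test after adjustment. Brcc3, the deubiquitinase of the same complex, changed by -0.45 (SE 0.12, adjusted p = 0.0131) at 6 h. The 6 h call of Fam175b is lost after quantile normalization (-0.43, adjusted p = 0.0547, against 0.00278 to 0.0379 under the other settings). It is also lost without sham replicate 1 or 3 (adjusted p = 0.0527 and 0.095) and without replicate 1 or 2 of the group (adjusted p = 0.0744 and 0.0783).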

At 6 h, Fam175b was analyzed with a most expression reduction. In the turquoise module, BP GO enrichment and KEGG pathway enrichment assays provided OGT as a hub gene. It showed an utmost expression decrease at 12 h. 

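Ogt fell at each time after 85% hepatectomy. Its value was 4.66 ± 0.085 (SD, n = 3) at 6 h and 4.66 ± 0.073 (SD, n = 3) at 12 h. At 24 h replicate 2 was at 6.21 and the other two at 4.26 and 4.63. The log2 change from sham was -2.02 (SE 0.32, adjusted p = 0.000507) at 6 h, -2.02 (SE 0.32, adjusted p = 0.000573) at 12 h and -1.64 (SE 0.32, adjusted p = 0.00199) at 24 h. The 6 h and 12 h values differed by 0.01 (adjusted p = 1) and the 12 h and 24 h values by -0.38 (adjusted p = 0.637). After 50% hepatectomy Ogt was at 5.53 ± 0.29, 6.28 ± 0.28 and 6.34 ± 0.11 (SD, n = 3 each) at 6, 12 and 24 h, with no change past the threshold at 6 h (-1.15, SE 0.32, adjusted p = 0.0604). Between 85% and 50% hepatectomy Ogt differed by -1.62 (SE 0.32, adjusted p = 0.00297) at 12 h and -1.30 (SE 0.32, adjusted p = 0.0216) at 24 h, and by -0.87 (SE 0.32, adjusted p = 0.13) at 6 h, which did not pass.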

The main function of OGT is to regulate the insulin receptor signal transduction pathway, gluconeogenesis in cell glucose homeostasis, response to insulin, and protein O-linked glycosylation. 

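Pde3b, a phosphodiesterase through which insulin lowers cyclic AMP, fell at each time after 85% hepatectomy. Its value was 6.52 ± 0.038 (SD, n = 3) in sham livers and 5.47 ± 0.18, 5.35 ± 0.28 and 4.51 ± 0.81 (SD, n = 3 each) at 6, 12 and 24 h. In the 24 h group, replicate 2 was at 5.42 and the other two at 3.84 and 4.28. The log2 change was -1.05 (SE 0.28, adjusted p = 0.0136) at 6 h, -1.17 (SE 0.28, adjusted p = 0.00885) at 12 h and -2.00 (SE 0.28, adjusted p = 0.000186) at 24 h. The 6 h livers were higher than the 24 h livers by 0.95 (SE 0.28, adjusted p = 0.0499), and the 12 h livers differed from the 24 h livers by 0.84 (SE 0.28, adjusted p = 0.133). After 50% hepatectomy Pde3b fell at 12 h (-0.97, SE 0.28, adjusted p = 0.0452), with changes of -1.01 at 6 h and -0.50 at 24 h that did not pass. Between 85% and 50% hepatectomy at 24 h, Pde3b differed by -1.51 (SE 0.28, adjusted p = 0.00532). The 24 h call is lost when the model holds the sham and 24 h groups alone (adjusted p = 0.0558) and with the methods' test after adjustment (adjusted p = 0.166), against 2.87e-07 to 0.000387 under the other settings.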

In the green module, the hub gene was selected as Pde3b with the largest decrease degree in expression at 24 h. Pde3b plays key roles in angiogenesis, glucose homeostasis, cellular response to insulin stimulus, insulin secretion, cell adhesion, CAMP catabolic process, lipid catabolic process, endocrine pancreas development, and signal transduction. We focused particularly on its negative regulation of lipid catabolic processes.

## 4. Discussion

Globally, liver cancer ranks as one of most common causes of death. 85,000 new cases of liver cancer increase yearly worldwide. Surgical operations for the treatment of liver diseases including liver cancers often require major hepatectomy. Liver insufficiency, together with especially the liver failure after the hepatectomy surgery, is a major challenge for liver surgeons. One of the most significant issues is that we do not know how the liver regenerates following liver resection, particularly regarding the specific action mechanisms. Mouse models of liver regeneration (LR) have been extensively reported and most of the studies predominantly focused on LR and related gene alterations [24–26], while the mouse models did not fully consider or mimic clinical issue of liver damage and dysfunction induced by ischemia-reperfusion used in liver surgical operation. The appropriate mouse model with different expressive genes in their livers collectable through surviving extensive hepatectomy with ischemia-reperfusion will be of critical importance in LR for treating various liver diseases.

In current study, we designed an ischemia-reperfusion hepatectomy mouse model of 85% hepatectomy with the survival rate of ∼20%. Using Affymetrix gene-chip assays, we identified over 5000 DEGs among the seven different experiment groups. Encouragingly, the combinational analyses using WGCNA, KEGG, and GO platforms pinpointed out three gene expression modules: the blue module for apoptotic process, the turquoise module for lipid metabolism and the green module for fatty acid metabolic process in mouse liver following 85% extensive hepatectomy at the time intervals of 6, 12 and 24 h, respectively.

Apoptosis plays a central role in regulating liver development and homeostasis. It can reflect the severity of liver injury. The degree of liver cell apoptosis is an important parameter of liver quality [27]. Apoptosis is an early, chronic, and temperate response that occurs following the initiation of injury. The interference on the apoptosis of liver cells can delay disease progression and reduce liver dysfunction. However, there is currently no such treatment available in clinical practice. To treat premature cell death, it may be possible to consider the key components that inhibit apoptosis, such as caspase [28]. FAM175 family was reported to negatively regulate the apoptotic process. The activation of FAM175 in the early stages after hepatectomy could inhibit cell apoptosis and reduce liver damage, thereby increasing LR and improving survival rate. FAM175B, also known as ABRO1/KIAA0157, is a member of the FAM175 family and was originally reported as a component of the BRCC36-containing isopeptidase complex (BRISC) deubiquitinating enzyme complex. In this complex, FAM175B acts as a scaffold protein for BRISC to recruit proteins and promote its deubiquitination activity. FAM175B acts as a tumor suppressor in esophageal squamous cell carcinomas (ESCC). The action of this protein is mediated by inhibiting the ubiquitin-dependent degradation of ATF4 and promoting apoptosis [29]. FAM175B regulates the stability of p53 protein and increases the latter's transcriptional activity in apoptosis. It cooperates with p53 in the mediation of apoptosis [30]. Under normal conditions, the basal level of apoptosis in cells transfected with GFP-vector was 12.5% versus 4% in cells transfected with GFP-FAM175. When the cells were treated with H_2_O_2_, 71% of the cells transfected with GFP-vector were apoptotic compared with 44% of the cells transfected with GFP-FAM175. Consequently and interestingly, the overexpression of FAM175B protects cells from apoptosis induced by oxidative stress [31, 32]. Herein, current work shows that FAM175B, acting as a critical hub gene, is involved in mouse LR with extensive hepatectomy through acting on apoptosis process. Its downregulation after hepatectomy potentially improves the growth of liver cells via inhibiting their apoptosis in LR. It is of importance in the fields of liver injury treatment, liver partial resection, and liver transplantation.

LR requires the initial synthesis of large amounts of lipids [33]. Some experiments have reported the downregulation of lipid-related genomic pathways during the early stages of LR [34]. Our work showed that the turquoise module for lipid metabolism was emphasized in mouse liver following 85% extensive hepatectomy at 12 h with OCT as a core hub gene. OGT was first isolated in 1992 from rat liver [35] and is best known for its role in glycosylating nuclear and cytoplasmic proteins. OGT is necessary for cell viability [36–39]. In the liver and skeletal muscle of OGT MKO mice, the levels of TAG increased by a factor of 2–3 fold in the mice's fatty livers with heavier liver weight, lighter liver color, and steatosis [40]. Interestingly, compared with control mice, the plasma TAG and cholesterol levels were increased in mice that overexpressed OGT. It was reported that OGT suppressed Insig-1, a negative regulator of lipid synthesis, and induced insulin resistance and dyslipidemia via PIP-dependent insulin signal disturbances [41]. Our work shows OGT is downregulated in the liver of mice after 85% hepatectomy. It is clear that acting as a core hub gene, OGT is involved in mouse LR through mediating lipid metabolism process. It provides a new clue to the study on liver injury, partial resection, and transplantation.

Current work revealed the involvement of fatty acid metabolic process (the green gene module) in mouse LR after 85% extensive hepatectomy for 24 h. Cyclic nucleotide phosphodiesterase (PDE) is an important regulator of the signal transduction process mediated by cAMP and CGMP. PDEs belong to a complex and diverse superfamily containing at least 11 structurally related, highly regulated, and functional different genes (PDE1–PDE11) [42]. PDE3 is encoded by two genes (PDE3A and PDE3B). It plays an important role in the energy metabolism of different types of cells including hepatocytes, brown and white adipocytes, and pancreatic *β* cells [43, 44]. PDE3B plays important roles in triglyceride and cholesterol biosynthesis in the liver fat cells and liver fat formation [45–47]. In obese insulin resistant db/db mouse, PDE3B was increased in mouse liver but decreased in adipose tissue [45]. In PDE3B-KO mice, the triglyceride (TG) level was significantly higher in mice livers with increased expression of fatty acid synthase (FAS) [46]. Herein, our work establishes the association of PDE3B with LR through fatty acid metabolic process. It is important in the research and treatment of liver diseases.

## 5. Conclusions

In this study, we used the ischemia-reperfusion 85% hepatectomy mouse model to screen the differentially expressed genes (DEGs) in livers and used the bioinformatic assessment to address molecular events in liver regeneration (LR) after extensive hepatectomy. Three key gene expression modules were used: the blue module for apoptotic process, the turquoise module for lipid metabolism, and the green module for fatty acid metabolic process in mouse LR following an extensive 85% hepatectomy for 6, 12, and 24 h, respectively. WGCNA analysis and protein-protein interaction (PPI) network construction highlighted that FAM175B, OGT, and PDE3B were the potential core hub genes separately for the blue, turquoise, and green modules. This work provides new clues to the future fundamental study and treatment strategy for liver injury, partial resection, and transplantation.

## Figures and Tables

**Figure 1:**
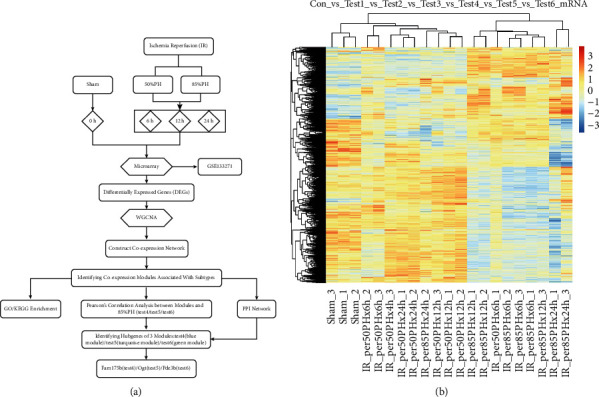
Study design and hierarchical cluster analysis. (a) Analysis procedure flowchart: model establishment, data collection, preprocessing, analysis, and verification. (b) Hierarchical cluster analysis of 5,312 DEGs in mice in the sham, test 1, test 2, test 3, test 4, test 5, and test 6 groups.

**Figure 2:**
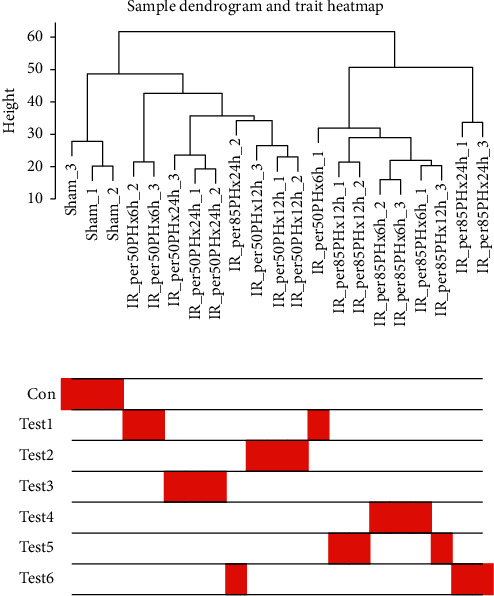
Sample dendrogram and trait heatmap.

**Figure 3:**
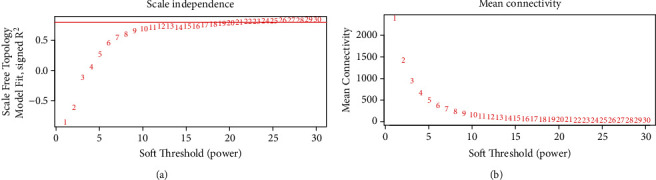
Determination of the soft-thresholding power (*β*) in WGCNA. (a) Analysis of the scale-free topology model fitting index (*R*^2^, *y*-axis). (b) Mean connectivity for various soft-thresholding powers. The red Arabic numbers denote different soft thresholds. There was a trade-off between maximizing *R*^2^ and maintaining a high mean number of connections. *β* was set as 21.

**Figure 4:**
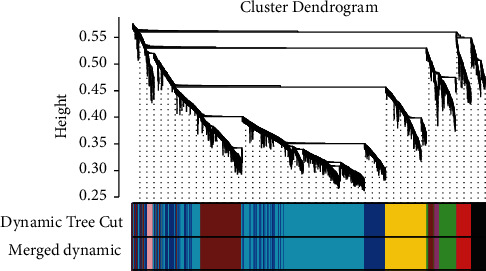
Dendrogram of the clustering of all DEGs based on dissimilarity measures.

**Figure 5:**
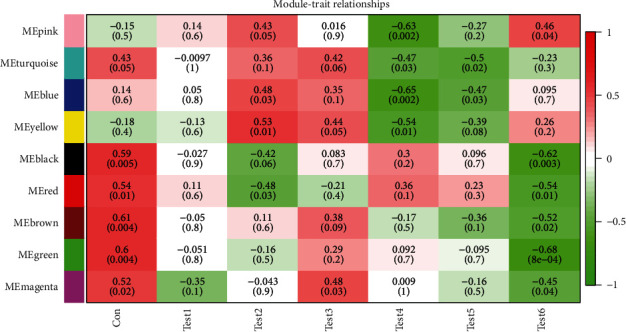
Heat map shows the correlation between characteristic genes in the liver resection module and each test group. Each column shows the corresponding correlation and *P*-value.

**Figure 6:**
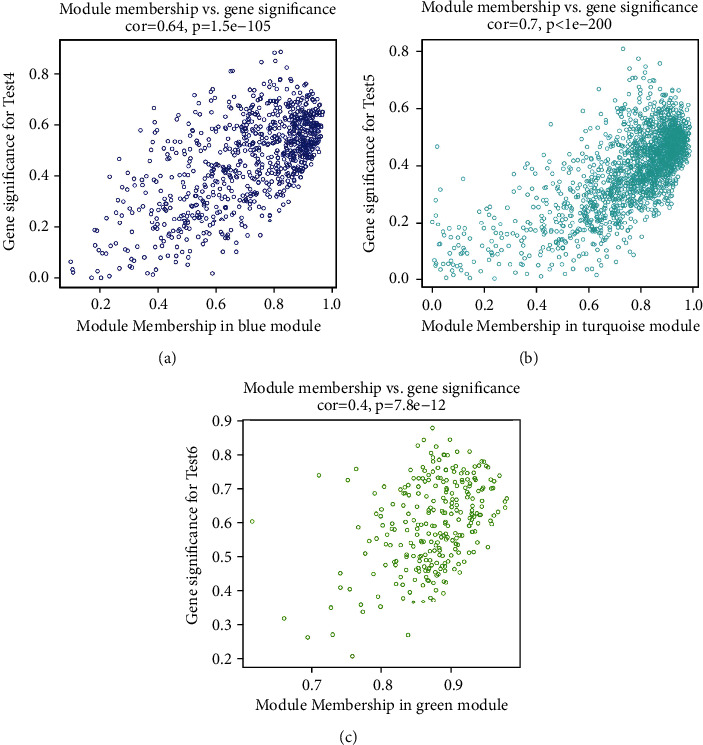
Dot scattering plots of highly correlated modules at different time points in the 85% partial resection mice. (a) The blue module was correlated with test 4; (b) the turquoise module was correlated with test 5; (c) the green module was correlated with test 6.

**Figure 7:**
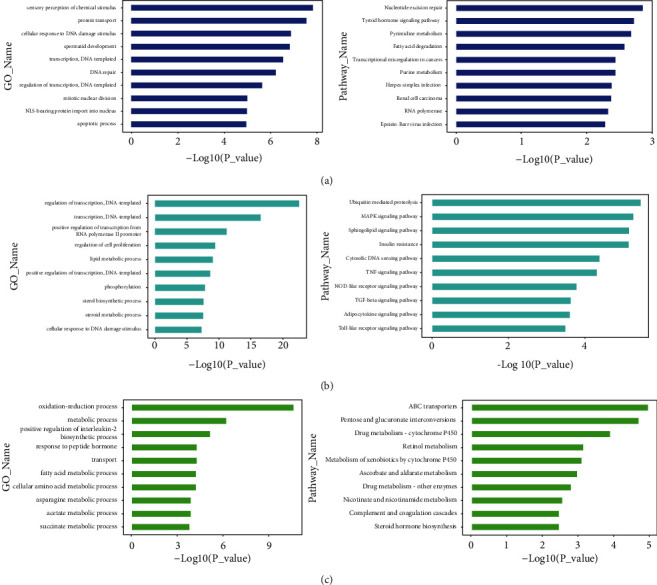
Analysis of the top ten GO (BP biological process) and KEGG pathways for each module. (a) Blue module, (b) turquoise module, and (c) green module. The *x*-axis indicates the –log 10 (*P*-value), while the *y*-axis indicates the GO or KEGG pathway. GO: gene ontology; KEGG: Kyoto Encyclopedia of Genes and Genomes.

**Figure 8:**
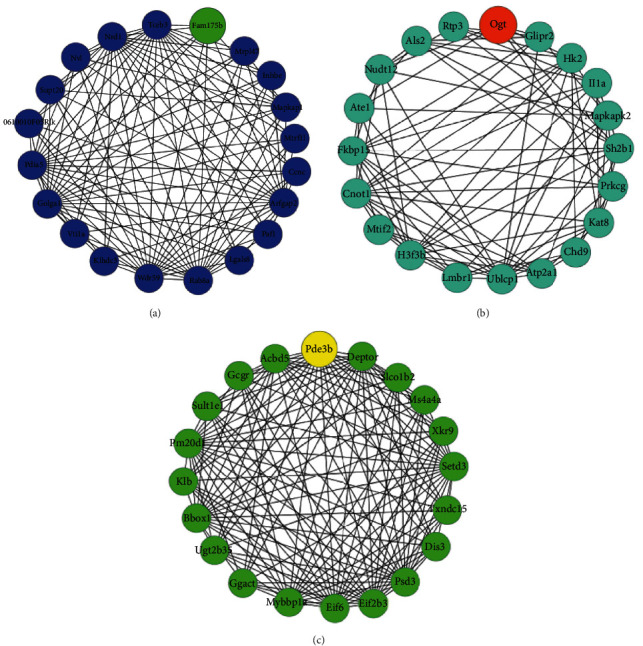
Network analyses of the blue (a), turquoise (b), and green (c) modules. Only the top 20 hub genes were displayed. All gene network diagrams are available in the Supplementary Files (available here).

**Figure 9:**
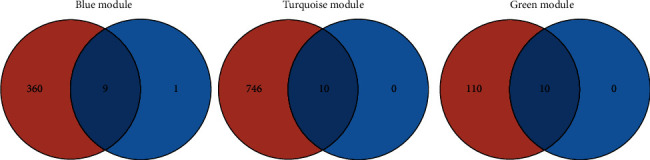
Common hub genes in the coexpression and PPI networks. A Venn diagram was utilized to screen the hub genes between the DEGs and WGCNA. Twenty-nine genes were screened as candidates for further analysis and validation.

**Table 1:** Experimental grouping for mouse partial hepatectomy.

Sample	Partial hepatectomy	Time

Sham	Sham operation	0 h
Test 1	50% hepatectomy with ischemia-reperfusion 20 min	6 h
Test 2	50% hepatectomy with ischemia-reperfusion 20 min	12 h
Test 3	50% hepatectomy with ischemia-reperfusion 20 min	24 h
Test 4	85% hepatectomy with ischemia-reperfusion 20 min	6 h
Test 5	85% hepatectomy with ischemia-reperfusion 20 min	12 h
Test 6	85% hepatectomy with ischemia-reperfusion 20 min	24 h

## Data Availability

The raw data and GEO files used to support the findings of this study are available in the Figshare Repository at the following links: https://figshare.com/s/117f9001ee0e1cd7eda8. https://figshare.com/s/4dbff17f468d2bdbf935. These microarray data are publicly available at NCBI Gene Expression Omnibus (GEO) with the accession number GSE133271.

## Supplementary Materials

Supplementary Materials Network analysis shows the central gene network of the blue module, turquoise module, and green module. The node represents the gene, and the node size represents the moderate score. The edges are colored by weight: (A) blue module; (B) turquoise module; (C) green module.

How the deposited data were processed for this re-analysis (not part of the article)

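RNA from the livers of 21 male mice was hybridised to Affymetrix Mouse Clariom D arrays, 1 array per mouse and 3 mice in each of 7 groups: sham at 0 h, and 6, 12 and 24 h after ischemia-reperfusion with 50% or 85% hepatectomy. The authors made the deposited table with RMA (its version is not given in the sources used here), which corrects background, normalizes between arrays and summarizes probes, so its unit is log2 intensity. The methods name default Affymetrix settings with global scaling. The table holds 72688 entries for 21 arrays, and the second deposited table of values differs from it by at most 0.0. Entries for controls and other features (6732) were left out, which leaves 65956 transcript clusters. Array medians over all features ran from 1.544 to 1.722, with a median of 1.596. Raw intensities were not used here.

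Of the transcript clusters, 30638 carried 1 gene symbol, 2176 several and 33142 none; only the first kind was tested by gene. For 427 genes with more than 1 cluster the one with the highest mean over all arrays was taken, and 330 symbols were updated through their gene identifiers, which gave 30098 genes, 19091 of them protein coding. No filter on dim probes was applied. No genome build is named with the table, so no positions are given. Of the paper's 29 hub genes, 25 had a value.

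Groups were compared in limma 3.58.1 (R 4.3.3) with a mean for each group, empirical Bayes moderation and 14 residual degrees of freedom. The tests were the moderated F test over the 7 groups with a fold change above 1.5 between the highest and lowest group means, 9 comparisons of a pair of groups (each hepatectomy group with sham, and 85% with 50% at each time), the difference between 85% and 50% averaged over the times, and the test of whether that difference changes with time. Contrasts between the times after 85% hepatectomy were computed for the genes the paper names. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The methods' criterion is a one-way F test at an unadjusted p under 0.05 with the same fold change. The replicate numbers do not pair the mice: deviations from group means correlated best with arrays of the same number for 7 of 21 arrays.

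Genes are named by a rule: in each comparison of a pair of groups, the 10 largest increases and the 10 largest decreases among called genes whose arrays do not overlap between groups (chance alone separates 10% of genes so), leaving out provisional symbols; every gene the paper names; and from each gene list up to 4 members with the largest changes among those called, or 2 where none was called. The text prints part of these, in that order. The 43 gene lists hold 1197 entries, of which 1065 were measured. They cover metabolism, inflammation, stress, growth, regeneration and markers of cell types. A listed symbol was matched to the current symbol first and to an older synonym only where it is not itself a current symbol; this order was corrected after list results had been seen, because the earlier order had joined some symbols to other genes. Lists were tested with limma's camera at a preset correlation of 0.01 between genes and at an estimated correlation, with adjustment over lists and comparisons, and with fry. Of 180 calls at the preset correlation, 4 hold at the estimated correlation. Gene Ontology and KEGG terms were not analysed here.

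Coexpression modules were built in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 from 5221 genes that meet the methods' criterion: absolute Pearson correlation to the power of 21, topological overlap, average linkage, a single height that gives the most clusters of at least 30 genes, and merging of clusters whose eigengenes correlate above 0.75. The WGCNA package and its dynamic tree cutting were not used here, nor was a protein interaction network. Each eigengene was compared between a group and all others with an exact two-sided permutation test over the 1330 choices of 3 arrays, adjusted over 56 pairs. The genes entered because they differ among groups, so these p-values order the pairs and are not independent evidence. Lists were tested in modules with Fisher's exact test, one-sided. Figures were drawn with matplotlib 3.10.9.

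The test of 85% against 50% hepatectomy at 12 h was tried on simulated data. The values were drawn independently, with the same spread in all groups for each gene. Changes of 0.585, 1, 2 and 3 on the log2 scale were added to 50 genes each in 5 sets of 30098 genes. Of these, 74.8%, 91.6%, 98% and 100% were recovered, and 3.2% of calls were false. The real arrays differ in spread (array weights of 0.212 to 3.2), so these rates need not hold for the real calls. The module method recovered 4 of 4 simulated modules. Those had unrelated profiles among unrelated noise genes, while the real genes were all chosen because they differ among groups. This recovery need not hold for the real modules. The alternatives were the methods' tests, other fold change conditions, every transcript cluster, dim genes left out, centring on array medians, quantile normalization, the other deposited table, a trended and robust prior, array weights, only the groups compared, a replicate block, each array left out, and both arrays that lie apart from their groups left out; for modules, a signed network, a power of 12, at least 100 genes, Ward linkage and another gene set. The number of arrays limits the precision.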

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

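The tests of exchanged arrays, of the share of hepatocyte RNA and of the change with time after the averaged difference was removed were chosen only after the results they weigh had been seen.

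Replicate 2 at 24 h after 85% hepatectomy and replicate 1 at 6 h after 50% hepatectomy lie nearer to another group than to their own. So do replicate 3 at 12 h (0.245 against 0.388 from its own group) and replicate 1 at 24 h (0.522 against 0.623) after 85% hepatectomy. Only the former 2, taken from the paper's Figure 2 as lying apart, are weighed here, as the 85% array and the 50% array. An exchange of the 2 arrays with each other is argued against, since 0 of the 2 lie nearest to the other's group. A wrong label on a liver from 12 h after 85% hepatectomy is argued against for the 50% array: on the line from the rest of its group (0) to that group (1) it lies at 0.562, where the arrays of that group lie between 0.843 and 1.02. The 85% array lies at 0.134 on the line from 12 h after 50% hepatectomy (0) to the rest of its own group (1), near the arrays of the former at -0.113, 0.084 and 0.125; against such a liver, it lies 0.433 from their mean, where they lie 0.265 to 0.299 from the rest of their group, and its M8 eigengene is 0.4318 against -0.065 to 0.0149. Both values go against a liver like those, but only 3 arrays give their spread, the 50% array above lies 0.455 from its own group, and M8 was picked after the array was seen. For the 85% array, a wrongly labelled liver and a mouse with a response weaker in part therefore cannot be told apart from a single array. Its mean change of the NF-kB list was 0.49, against 2.25 and 2.00 in the others of its group. It was not weaker in every list: the P450 list changed by -1.09, against -0.75 and -0.92. Sterol biosynthesis changed by 1.84, against -0.50 and -0.20. The 50% array leans towards the larger resection (0.562), so a weaker response would not describe it. A response of unusual size was not tested for either array.

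After 85% hepatectomy, 62.1%, 58.4% and 67.3% of the genes called against sham at 6, 12 and 24 h were higher. Leaving out each sham array in turn argues against a single sham array as the source, since the lowest share of increases was then 52.9%. With the arrays centred on their medians the shares were 16.8%, 21.3% and 27.4%. Centring took 0.147, 0.12 and 0.126 off the 85% changes, while the median change over all genes was 0.066, 0.056 and 0.074. It thus favours decreases by itself and cannot decide whether a shift of the arrays' centres left by the normalization accounts for the excess. After quantile normalization increases were the majority at 24 h only. Such a shift stays open. A wide increase of low signals after hepatectomy stays open, because centring would remove it too.

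Genes of steroid hormone metabolism were higher after 85% than after 50% hepatectomy at 12 h and lower at 24 h, with a median change of the difference of -2.741 (5 of 15 lower and 0 higher, adjusted p = 1.39e-10 from camera, adjusted p = 0.113 with an estimated correlation). A single array is argued against: with each of 12 arrays left out in turn the smallest change was -2.035, without replicate 2 at 12 h after 50% hepatectomy. A change in the share of hepatocyte RNA is argued against as the whole cause, since the hepatocyte identity genes changed by a median of -0.161 (adjusted p = 4.78e-06 from camera, adjusted p = 0.0359 with an estimated correlation). A different time course after the larger resection may be the source and stays open as a hypothesis that was found and tested on the same arrays.

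The difference between 85% and 50% hepatectomy changed with time in 656 genes (limma, 5072 at an unadjusted p under 0.05). With 1 array left out this count lies between 164 (without replicate 3 at 24 h after 85% hepatectomy) and 2674 (without replicate 2 of that group), and 5 of 21 such counts stay within 1.5 times. Other splits that exchange 85% and 50% arrays within each time gave as many in 1 of 100 draws, the real one included, with 577 the highest of the others, but they also mix a difference that is constant over time into the spread and decide nothing here. Against chance with the averaged difference removed from each gene first, 1 of 100 draws gave as many, the real one included, with 10 the highest of the others, so chance is excluded at a share under 0.05 for the full set of arrays. From 6 h to 12 h, the difference in the 29 cytokines, chemokines and NF-kB targets had a median change of 0.698, with 0 members past the threshold (adjusted p = 1.63e-05 from camera, adjusted p = 0.607 with an estimated correlation). Neutrophil markers moved the same way, by a median of 0.345 with 0 of 18 past the threshold (adjusted p = 0.000166 from camera, adjusted p = 0.537 with an estimated correlation). From 12 h to 24 h, the median change of the difference was -1.287 for sterol biosynthesis (1 of 17 lower and 0 higher, camera adjusted p = 1.34e-06, adjusted p = 0.537 with an estimated correlation), -0.897 for bile acid synthesis and transport (4 of 20 lower and 0 higher, 5.01e-09, 0.162) and -1.274 for drug-metabolising cytochromes P450 (11 of 30 lower and 0 higher, 1.46e-18, 0.113). In the same order it was -0.774 for conjugating enzymes (6 of 31 lower and 1 higher, 7.56e-10, 0.267), -0.621 for complement and coagulation (12 of 33 lower and 0 higher, 4.41e-15, 0.162) and -0.612 for amino acid breakdown and the urea cycle (3 of 29 lower and 2 higher, 8.56e-05, 0.441). It was 0.829 for the unfolded protein and integrated stress response (0 of 27 lower and 7 higher, 2.43e-07, 0.267) and 0.667 for pancreatic acinar genes (none of 18 past the threshold, 0.0238, 0.813). Lists of cell identity moved too: -0.574 for Kupffer cell and macrophage markers (1 of 18 lower and 0 higher, 1.03e-05, 0.487) and -0.161 for hepatocyte identity genes (3 of 22 lower and 0 higher, 4.78e-06, 0.0359). Infiltrating monocyte markers went the other way, at 0.136 (2 of 14 higher and 0 lower, 0.527, 0.844).

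Among genes the paper does not discuss, Sult1e1 was higher by 5.654 on the log2 scale at 24 h after 85% hepatectomy than in sham livers, where it lay at the level of the array medians, so that this is a lower bound, and 24 of the 29 cytokines, chemokines and NF-kB targets were higher at 12 h.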

How the results depend on the processing

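No test below was chosen after its result was seen. Of 215 values under settings other than leaving out single arrays, over 20 results, 154 kept their direction and side of the threshold (counts: within 1.5 times), 54 counts moved further, 7 calls became weaker and 0 reversed. Of 324 values with 1 array left out, over 18 results, 260 stayed, 56 moved and 8 became weaker. The number of genes that differ among the 7 groups (5024) was 3993 to 6924 under the other settings, apart from the 2 given below that drop the fold change or test every transcript cluster, and 4670 to 5779 with 1 array left out. The averaged difference between 85% and 50% hepatectomy (8680 genes) lay between 6837 and 11389 with 1 array left out. Ogt at 12 h kept its call in each setting, at -2.143 to -1.910. A replicate block (replicate numbers 1, 2 and 3, which do not pair the mice: 7 of 21 arrays correlate best with their own number) gave 4896 genes over the 7 groups. No other transcript cluster with 1 symbol carries the symbols of the hub genes Fam175b, Ogt and Pde3b, so that alternative gave no value. The number of arrays limits the precision of each value.

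Counts follow in the order 50% hepatectomy at 6, 12 and 24 h, 85% hepatectomy at 6, 12 and 24 h, and 85% against 50% at 6, 12 and 24 h, where given. The methods' tests at an unadjusted p gave 4937, 6717 and 7607 after 50% hepatectomy, 5817 and 7125 for 85% against 50% at 6 and 12 h, and 4651 for the change with time, since p was not adjusted. The same tests after Benjamini-Hochberg, which take the spread from a pair of groups, gave 48, 645, 692, 4158, 1492, 23, 2, 1507 and 1, 208 for the change with time, and Pde3b at 24 h at -2.003 (adjusted p = 0.166). A fold change above 1.5 as well, a stricter condition, gave 629, 1040, 491, 2080, 2173, 2416, 605, 2227 and 1316, and 1347 for the averaged difference. Without a fold change condition 10477 genes differed among the 7 groups. With every transcript cluster tested, 8714 differed among the 7 groups and 2938 at 24 h after 50% hepatectomy, since more features were tested.

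For the settings that follow the cause was not tested. Centring gave 334 genes whose difference changes with time. Quantile normalization gave 4986 at 6 h after 85% hepatectomy and Fam175b at -0.429 (adjusted p = 0.0547; 0.00278 to 0.0379 under its other settings). Array weights (0.212 to 3.2) gave 2755, 4782 and 5736 after 50% hepatectomy, 11811 at 6 h after 85% hepatectomy, 4731, 7924 and 8125 for 85% against 50%, and 6900 for the change with time. Only the groups compared in the model gave 656 and 2611 at 6 and 24 h after 50% hepatectomy, 763 at 24 h after 85% hepatectomy, 622 and 1 for 85% against 50% at 6 and 24 h, and Pde3b at -2.003 (adjusted p = 0.0558; 2.87e-07 to 0.166 over its settings). Without the 2 arrays that lie apart from their groups the counts were 2311, 3616 and 2755 after 50% hepatectomy, 2835 and 5645 for 85% against 50% at 6 and 24 h, and 2754 for the change with time. Modules numbered 5 in a signed network, 5 at a power of 12 and 1 with at least 100 genes. The eigengene of the module with the green hub genes at 24 h was -0.228 at a power of 12 (p = 0.319), -0.220 with at least 100 genes (p = 0.332), -0.425 with Ward linkage (p = 0.0519) and -0.278 with the genes of the moderated F test (p = 0.235), all exact permutation tests. Gene list calls numbered 4 with an estimated correlation against 180.

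With 1 array left out in turn, counts ranged as follows, the array left out in brackets. After 50% hepatectomy: 458 (50% 6 h replicate 3) to 1983 (85% 24 h replicate 2), 1147 (50% 12 h replicate 1) to 3294 (85% 24 h replicate 2), and 484 (50% 24 h replicate 1) to 2453 (85% 24 h replicate 1). After 85% hepatectomy: 4866, 3901 and 5610 (sham replicate 3) to 9461 and 7913 (85% 24 h replicate 1) and 10342 (85% 24 h replicate 2). For 85% against 50%: 225 (50% 6 h replicate 3) to 2411 (85% 24 h replicate 1), 2650 (50% 12 h replicate 2) to 5751 (85% 24 h replicate 2), and 740 (85% 24 h replicate 3) to 5514 (85% 24 h replicate 2). For the change with time: 164 (85% 24 h replicate 3) to 2674 (85% 24 h replicate 2). Each sham array moved the counts at 6, 12 and 24 h after 50% hepatectomy by more than 1.5 times. Fam175b ranged from -0.526 to -0.416 and lost its call without sham replicate 1 or 3 or replicate 1 or 2 of its group (adjusted p = 0.0527, 0.095, 0.0744 and 0.0783). For the module eigengenes, only arrays of the 85% group at the time named were left out, and arrays of other groups were not. A smaller group by itself weakens the exact permutation test used. The eigengene with the blue hub genes ranged from -0.432 to -0.415 at 6 h, past the threshold in none of these fits (exact permutation p = 0.0632 to 0.0789). That with the turquoise hub genes ranged from -0.442 to -0.427 at 12 h, not past it without replicate 2 (exact permutation p = 0.0526). That with the green hub genes ranged from -0.825 to -0.566 at 24 h, past it in each of these fits. Pde3b kept its call with each array left out, at -2.455 to -1.669.

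Among 138 further values of named genes, 1471 of 1647 under other settings kept their side, 145 became weaker, 27 stronger and 4 reversed, and of 2898 with 1 array left out 2761 kept it, 121 became weaker, 10 stronger and 6 reversed. None of the reversed values passed the threshold in either direction. Ogt at 6 h against 12 h after 85% hepatectomy was -0.021 centred and -0.027 with array weights, and ranged from -0.033 (without 85% 6 h replicate 3) to 0.051 (without 85% 6 h replicate 2). Ogt at 12 h against 24 h was 0.207 without the 2 arrays that lie apart and ranged from -0.766 (without 85% 24 h replicate 1) to 0.207 (without 85% 24 h replicate 2). Abraxas2 (Fam175b) at 6 h after 50% hepatectomy was 0.045 without the 2 arrays that lie apart and ranged from -0.163 (without 50% 6 h replicate 2) to 0.045 (without 50% 6 h replicate 1), and at 24 h from -0.102 (without 50% 24 h replicate 1) to 0.007 (without sham replicate 3).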

Differences from the paper's values

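No test in this part was chosen after its result was seen, apart from the look at M5 below. The paper gives 360, 746 and 110 hub genes in its blue, turquoise and green modules. The counts here are 1360, 1400 and 225, of which 1360 and 1400 both come from M1, a single module of 1817 genes. The thresholds are 0.2 for gene significance and 0.8 for module membership in both, but the paper defines gene significance both as the logarithm of a p-value and as an absolute Pearson correlation, and only the latter was used here, so the definitions may not be the same. The count for the turquoise module is within 1.5 times the paper's with Ward linkage (1064), one of the alternatives set before the data were examined, and not with the other 5 (1219 to 1582); for the blue and green modules none of 6 alternatives comes within it.

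M1 holds most of the measured blue hub genes and all the measured turquoise ones. Its eigengene has r = -0.488 with the group at 6 h after 85% hepatectomy. The paper's value for its blue module is about -0.65 in Fig. 5, read by eye. It is within the error of 0.154 in a signed network (-0.517) and with Ward linkage (-0.522), and not at a power of 12 (-0.474), with at least 100 genes (-0.464), with the genes of the moderated F test (-0.438), without the 2 arrays that lie apart (-0.495) or with 1 array of the group left out (-0.432 to -0.415). The correlation across genes of module membership with the correlation with this group is 0.239, and the paper's value is about 0.64 in Fig. 6, read by eye. It is within the error of 0.271 with at least 100 genes (0.372) and with the genes of the moderated F test (0.382), and not under the other alternatives (0.187 to 0.223). The blue hub genes Arfgap2 and Eloa are in M5 instead, with memberships of -0.948 and -0.944. The eigengene of M5 has r = 0.657 with the same group. In the direction of these genes, that value has the sign of the paper's correlation and lies near its size. M5 was taken up only after these genes were found in it, while M1 holds 6 of the 8 measured blue hub genes. The M5 eigengene also has r = 0.511 with the group at 12 h after 85% hepatectomy. The nearness is therefore no evidence that M5 is the paper's blue module.

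The paper's count of differentially expressed genes, 5312, is within 1.5 times of 5024 here (5221 at the methods' criterion). The paper lists 9 modules and 8 were found here. Ward linkage was cut into 9 clusters by setting, so its count is no comparison. Where the count was free, a signed network and a power of 12 gave 5 each. A minimum of 100 genes gave 1, and the genes of the moderated F test gave 6.

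The paper gives the blue and turquoise modules as separate, each with its own time. Here 6 of 8 blue and 7 of 7 turquoise hub genes fall in the same module, whose eigengene was lower at both 6 and 12 h after 85% hepatectomy (-0.488 and -0.502), and neither correlation passes the adjusted threshold. The paper states that all modules correlate with sample types and names a module for sham. Here each of 8 modules has an exact permutation p under 0.05 with at least 1 group, and 6 pass after adjustment. None passes with sham (lowest adjusted p = 0.0702), where M7 and M2 have an unadjusted exact permutation p of 0.0113 and 0.0173. Since the genes entered because they differ among groups, these p-values only order the pairs.

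The paper places the largest decrease of Fam175b at 6 h, of Ogt at 12 h and of Pde3b at 24 h after 85% hepatectomy. The lowest means lie at the same times here, but Fam175b at 6 h differs from 12 h by -0.11 (adjusted p = 1), Ogt at 12 h differs from 6 h by 0.01 in size (adjusted p = 1), and Pde3b at 24 h differs from 12 h with an adjusted p = 0.133; Pde3b at 24 h differs from 6 h at an adjusted p = 0.0499. Without replicate 2 at 24 h the lowest mean of Ogt lies at 24 h and not at 12 h, since the 12 h mean is then higher by 0.207 (adjusted p = 0.574).

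The paper's ties of modules to functions are enrichments of terms among module genes. The counts here are members of lists called in a comparison with sham, a different measure. The paper ties the blue module to apoptosis and to sensory perception. At 6 h after 85% hepatectomy 9 of 40 apoptosis genes are higher and 5 lower (5 and 9 with centred arrays), and 4 of 39 sensory receptors are higher and 0 lower (1 and 4 with centred arrays). It also ties this module to DNA repair and import into the nucleus. At 6 h 20 of 50 DNA repair genes are lower and 5 higher (24 and 2 with centred arrays), and 14 of 39 genes of nuclear import and RNA polymerase are lower and 3 higher (11 and 6 after quantile normalization). For the turquoise module it names lipid, sterol and steroid metabolism, insulin resistance and adipocytokine signaling. At 12 h after 85% hepatectomy 13 of 30 genes of insulin and adipocytokine signalling are lower and 2 higher. Of the fatty acid oxidation list 10 of 26 are lower and 0 higher, and of the steroid hormone list 2 of 15 and 0. Of 21 genes of fatty acid synthesis 2 are lower and 2 higher (5 and 1 with centred arrays). In the sterol biosynthesis list 1 of 17 genes is lower at that time, and 11 are higher at 24 h after 50% hepatectomy. Most genes of that list are in M8, while the measured turquoise hub genes are in M1. For the green module the paper names fatty acid and steroid hormone metabolism. At 24 h after 85% hepatectomy 16 of 26 genes of fatty acid oxidation and ketogenesis and 12 of 15 of steroid hormone metabolism are lower. Of 21 genes of fatty acid and triglyceride synthesis 5 are lower and 2 higher (7 and 1 with centred arrays).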

Other observations

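No test in this part was chosen after its result was seen. Markers of neutrophils rose and markers of liver endothelial cells fell after 85% hepatectomy. Of 18 neutrophil markers, 13, 14 and 11 rose at 6, 12 and 24 h and 0 fell (camera adjusted p = 1.01e-05, 1.65e-08 and 0.000621; adjusted p = 0.362, 0.254 and 0.436 with an estimated correlation), with S100a8, a calcium-binding protein of these cells, higher by 4.59 (SE 0.80, adjusted p = 0.00107) at 12 h, a lower bound, since its sham value lies at the level of the array medians. The list shares Lcn2, S100a8 and S100a9 with the acute-phase genes. Of 21 endothelial markers, 10, 12 and 11 fell and 2 rose at each time (adjusted p = 2.07e-05 from camera, adjusted p = 0.309 with an estimated correlation at 24 h), with the lectin Clec4g at -2.61 (SE 0.21, adjusted p = 1.65e-06) and the growth factor receptor Kdr at -2.21 at 24 h; Lyve1, another marker of these cells, rose by 1.97. Of 18 Kupffer cell and macrophage markers, 5 fell and 3 rose at 24 h, and the scavenger receptor Marco rose by 3.07 (SE 0.38, adjusted p = 6.17e-05).

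Genes of ribosome formation rose after 85% hepatectomy: 22 of 35 at 12 h and 28 at 24 h, with 0 lower (adjusted p = 2.59e-09 from camera, adjusted p = 0.376 with an estimated correlation at 24 h), and 15 were higher than at 24 h after 50% hepatectomy. Nop58, of small nucleolar particles, rose by 1.37 (SE 0.23, adjusted p = 0.000667). Of 19 cytosolic heat-shock genes, 7 fell and 1 rose at 6 h (adjusted p = 0.00112 from camera, adjusted p = 0.376 with an estimated correlation), with Hsph1 at -1.99. Of 30 growth factor signals of liver regeneration, 12 rose and 0 fell at 6 h (8 and 1 with centred arrays; adjusted p = 0.0469 from camera, adjusted p = 0.376 with an estimated correlation), with the epidermal growth factor receptor ligand Hbegf higher by 2.11 (SE 0.28, adjusted p = 0.000131). Hmox1, which breaks down heme, rose by 3.59 (SE 0.54, adjusted p = 0.000319) at 6 h. At 12 h after 50% hepatectomy, 13 of 30 drug-metabolising cytochromes P450 (adjusted p = 1.73e-13 from camera, adjusted p = 0.149 with an estimated correlation) and 16 of 31 conjugating enzymes fell (adjusted p = 2.27e-17 from camera, adjusted p = 0.084 with an estimated correlation). Of 22 hepatocyte identity genes, 12 fell and 0 rose at 24 h after 85% hepatectomy (adjusted p = 1.65e-08 from camera, adjusted p = 0.0126 with an estimated correlation), with Serpina6, a carrier of glucocorticoids, at -2.58 (SE 0.67, adjusted p = 0.00987); the mean change of this list was -0.65 in replicate 2 of this group and -0.51 and -0.66 in the other two.

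Some genes appear in the paper as background. Insig1, which restrains sterol synthesis, differed between 85% and 50% hepatectomy by 2.21 (SE 0.46, adjusted p = 0.0152) at 6 h, 1.84 at 12 h and -1.93 at 24 h. At 24 h after 85% hepatectomy the fatty acid synthase gene Fasn rose by 1.42 (SE 0.30, adjusted p = 0.00293), the transcription factor gene Atf4 by 0.70 (SE 0.20, adjusted p = 0.0181) and the protease gene Mmp9 by 0.41 (SE 0.092, adjusted p = 0.00498). Mmp9 is dim: it went from 1.89 in sham livers to 2.29, near the array medians of the tested genes. The Atf4 change lay between 0.481 and 0.970 with 1 array left out, and its call was kept in 19 of 21 such fits and in 8 of 12 other settings. Those of Insig1 were kept in 18, 19 and 17 of 21 such fits, and in 11, 11 and 10 of 12 other settings. Pde3a, the paralog of Pde3b, had a log2 change of 0.14 (SE 0.065, adjusted p = 0.132) and did not pass the threshold. It was at 1.95 in sham livers, below the array medians of the tested genes, so a change could be missed.

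In replicate 3 at 6 h after 50% hepatectomy the mean change of pancreatic acinar genes was 1.45, against 0.09 and 0.06 in the other two.

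Other groupings of the same arrays were also tested. For the genes that differ among the 7 groups, 1 of 100 draws gave as many as the real 5024, the real one included, with 96 the highest of the others, and for the averaged difference between 85% and 50% hepatectomy 1 of 100 gave as many as 8680, with 1613 the highest of the others; chance is excluded at a share under 0.05 for both. For each comparison of 3 arrays with 3, the 10 splits are too few for a share under 0.05. In the order 50% against sham, 85% against sham and 85% against 50% at 6, 12 and 24 h, the real splits give 1142, 2309, 1490, 7811, 6329, 8792, 1366, 4663 and 2357 genes and the highest of the others 1, 1, 0, 0, 0, 7, 0, 0 and 52.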
